# Myocardial Bmp2 gain causes ectopic EMT and promotes cardiomyocyte proliferation and immaturity

**DOI:** 10.1038/s41419-018-0442-z

**Published:** 2018-03-14

**Authors:** Belén Prados, Paula Gómez-Apiñániz, Tania Papoutsi, Guillermo Luxán, Stephane Zaffran, José María Pérez-Pomares, José Luis de la Pompa

## Abstract

During mammalian heart development, restricted myocardial Bmp2 expression is a key patterning signal for atrioventricular canal specification and the epithelial–mesenchyme transition that gives rise to the valves. Using a mouse transgenic line conditionally expressing *Bmp2*, we show that widespread *Bmp2* expression in the myocardium leads to valve and chamber dysmorphogenesis and embryonic death by E15.5. Transgenic embryos show thickened valves, ventricular septal defect, enlarged trabeculae and dilated ventricles, with an endocardium able to undergo EMT both in vivo and in vitro. Gene profiling and marker analysis indicate that cellular proliferation is increased in transgenic embryos, whereas chamber maturation and patterning are impaired. Similarly, forced Bmp2 expression stimulates proliferation and blocks cardiomyocyte differentiation of embryoid bodies. These data show that widespread myocardial Bmp2 expression directs ectopic valve primordium formation and maintains ventricular myocardium and cardiac progenitors in a primitive, proliferative state, identifying the potential of Bmp2 in the expansion of immature cardiomyocytes.

## Introduction

Formation of the primitive cardiac valves begins at E9.5 in mice, when signals from the atrioventricular canal (AVC) myocardium stimulate the adjacent endocardial cells to undergo an epithelial–mesenchyme transition (EMT) and form the valves primordia. This process is patterned and only AVC endocardial cells are competent to respond to these signals and initiate EMT^1^. Studies in mice have revealed the genetic network controlling AVC myocardium patterning, including the T-box transcription factors Tbx2 and Tbx3, which repress chamber-specific gene expression in AVC^2,3^ and Tbx20, which restricts Tbx2 expression to the AVC in a Smad-dependent manner^4^.

Bmp2 (bone morphogenetic protein 2) a transforming growth factor beta (Tgfβ) superfamily member, expressed in AVC myocardium, is sufficient for AVC specification and EMT induction^5–8^. Bmp2 controls AVC myocardial patterning via *Tbx2* activation^9^, and attenuates AVC myocardial proliferation via *n-Myc* repression^10^. Temporal control of BMP2 signalling is crucial for cardiomyocyte differentiation from mouse ES cells (mESC) in vitro. Thus, inhibition of BMP2 signalling before embryoid body (EB) formation, or in mesoderm-committed (Brachyury-T positive) EBs, induces cardiomyogenesis^11^.

We asked whether Bmp2 is able to specify a prospective ventricle as AVC, and what is the effect of Bmp2 on chamber cardiomyocytes. We have generated a transgenic line conditionally expressing Bmp2 and examined the consequences of ectopic Bmp2 expression in heart development. *Nkx2*.*5*^*Cre*^-driven *Bmp2* myocardial overexpression leads to embryonic death at E15.5, and rescues the AVC specification defect of *Bmp2*-null embryos. E14.5 *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos show enlarged valves and trabeculae, dilated ventricles and ventricular septal defect. Remarkably, transgenic ventricular endocardium is EMT-competent both in vivo and in vitro. Gene profile and marker analysis of *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts indicated that cardiac cellular proliferation is increased, and while chamber myocardium gene expression is maintained, its maturation is blocked. We obtained similar results using a second myocardial driver (*cTnT*^*Cre*^), but not with an endothelial-specific driver (*Tie2*^*Cre*^), suggesting that Bmp2 needs to reach a certain threshold to drive EMT and prevent cardiomyocyte maturation. Accordingly, forced *Bmp2* expression in vitro stimulated EBs proliferation and blocked their progression into cardiomyogenesis, an effect partially rescued by Noggin. These data demonstrate that Bmp2 is an instructive signal for valve formation and that persistent Bmp2 expression maintains cardiomyocytes in a primitive, proliferative state, which may be relevant for the in vitro expansion of cardiac progenitors for regenerative purposes.

## Results

### Ectopic myocardial *Bmp2* expression disrupts heart morphogenesis

To study the developmental consequences of *Bmp2* expression outside of the valve forming field, we generated a transgenic line in which *Bmp2* expression is activated upon *Cre-*mediated removal of a *β-Geo-stop* cassette (Suppl. Figure S1A and Materials and methods).

We expressed *Bmp2* in the developing myocardium using the *Nkx2*.*5*^*Cre*^ line, active since E7.5^12^. At E9.5, transgenic hearts showed widespread GFP expression (Fig. 1a and Suppl. Figure S1A). Whole-mount in situ hybridisation (WISH) showed that *Bmp2* transcription was restricted to AVC myocardium in E9.5 wild type (WT) embryos (Fig. 1a and ref. ^7^), whereas *Nkx2*.*5*^*Cre*^-driven *Bmp2* expression in transgenic embryos was expanded to chamber myocardium (Fig. 1a). Histological analysis of E9.5 WT embryos revealed mesenchyme in AVC cushions and developing ventricular trabeculae (Suppl. Figure S1B). On the contrary, *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos showed abundant mesenchyme in AVC cushions but also in subendocardium of the right ventricle (Suppl. Figure S1B). This phenotype was more evident at E10.5, when subendocardial mesenchymal cells were observed in AVC and in both ventricles (Fig. 1b). *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts showed thickened ventricular trabeculae at E12.5 (Suppl. Figure S1B) and at E14.5, embryos were oedematous (Fig. 1b) suggesting cardiovascular deficit. Histological inspection of E14.5 *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts showed mesenchyme in all the forming valve leaflets, ventricular septal defect, dilated ventricles and coronary vessels, and large trabeculae (Fig. 1b and Suppl. Figure S1B). Transmission electron microscopy revealed denser packing of cardiomyocytes within the trabeculae of E14.5 *Nkx2*.*5*^*CRE/+*^*;Bmp2*^*tg/+*^ embryos (Suppl. Figure S1C, D), as well as poorly defined Z band structure (Suppl. Figure S1C′, C″ versus S1D′, D″), suggesting defective cardiomyocyte maturation.

**Fig. 1:**
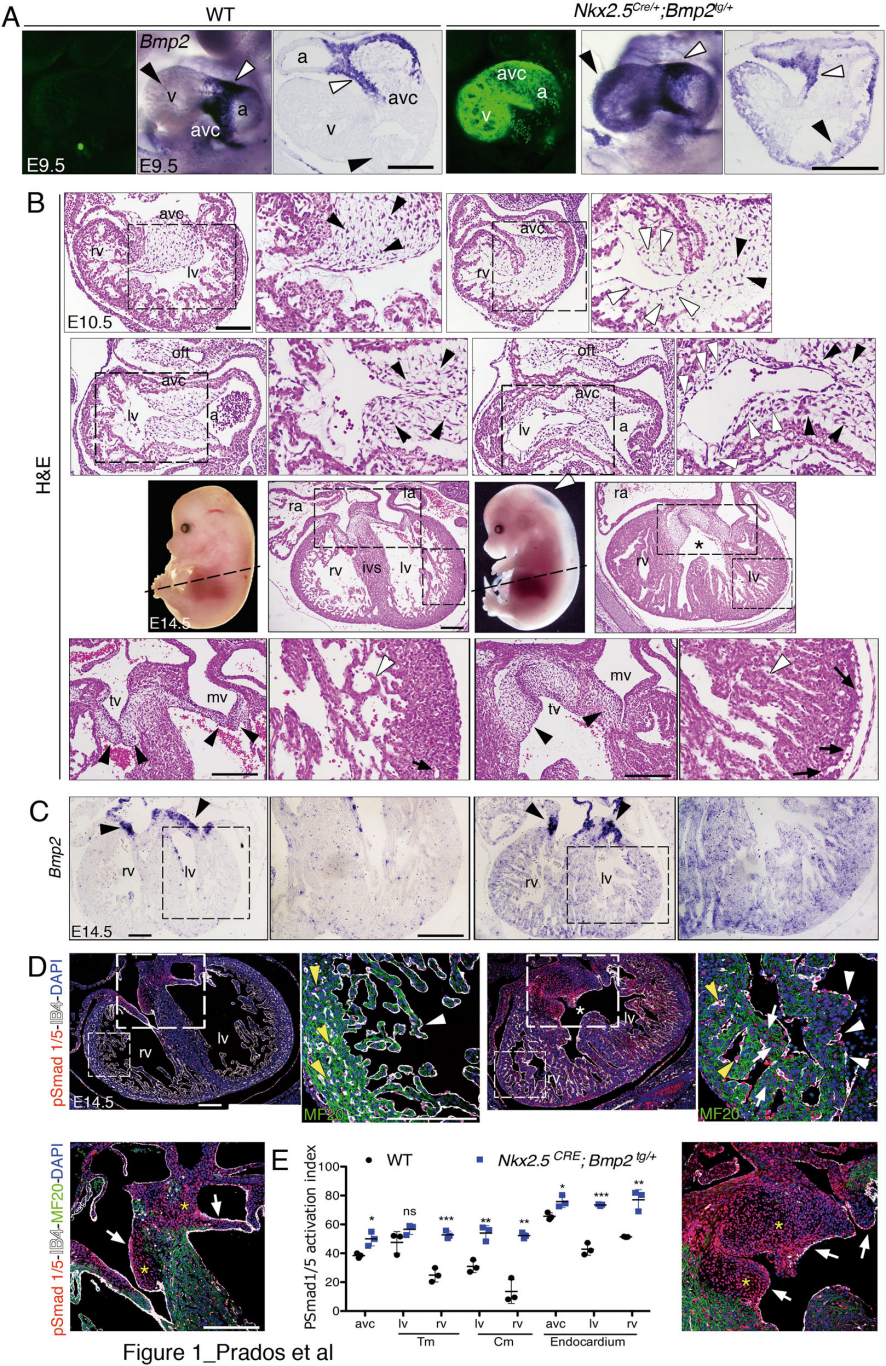
Ectopic myocardial *Bmp2* expression disrupts cardiogenesis. **a** Confocal images of GFP expression plus whole-mount and sectioned in situ hybridisation (ISH) of *Bmp2* in E9.5 WT and *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts. White arrowheads mark normal *Bmp2* expression in AVC myocardium; black arrowheads mark ectopic *Bmp2* expression in chamber myocardium of the transgenic heart. **b** Top two rows, hematoxylin and eosin (H&E) staining of general and detailed views (insets) of transverse and parasagittal sections of E10.5 WT and *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts, showing mesenchymal cells in the AVC (black arrowheads) and also in the left ventricles of transgenic hearts (white arrowheads). Third row, whole-mount images of E14.5 WT and *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos showing oedema in the dorsal region of the transgenic embryo (white arrowhead). H&E stained transverse sections show general and detailed views of ventricular and valve dysmorphology and a ventricular septal defect in the E14.5 *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ heart (asterisk). Fourth row, details of the atrioventricular (AV) valves (arrowheads) and left ventricle in the WT and transgenic heart; trabeculae (white arrowheads) are larger in the transgenic heart. The arrows mark the WT coronary vessels and the dysmorphic ones in the transgenic heart. **c** ISH showing *Bmp2* mRNA in the AV valves in both E14.5 genotypes (arrowheads) and ectopically throughout the myocardium of *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ ventricles. **d** Staining for pSmad 1/5 (red), MF 20 (green), isolectin B4 (IB4, white) and DAPI (blue) in E14.5 hearts. General views of transverse heart sections. Note the ventricular septal defect (asterisk) in the transgenic heart. Detailed views show the right ventricle and AV valves of both genotypes, with discrete pSmad 1/5 staining in WT trabecular endocardium (white arrowheads), capillaries in the compact myocardium (yellow arrowheads) and AV valves mesenchyme (arrows, mesenchyme marked with a yellow asterisk). The *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ heart shows widespread pSmad1/5 expression both in ventricles (including cardiomyocytes, arrows) and in AV valves mesenchyme. **e** pSmad1/5 activation index in the trabecular and compact myocardium (Tm, Cm) of E14.5 WT and transgenic hearts. a atrium, AVC atrioventricular canal, IVS interventricular septum, la left atrium, lv left ventricle, mv mitral valve, ra right atrium, rv right ventricle, tv tricuspid valve, v ventricle; scale bars 200 μm

At E14.5, in situ hybridisation (ISH) showed that *Bmp2* mRNA was restricted to the myocardium of WT AVC (Fig. 1c), whereas in *Nkx2*.*5*^*Cre/+*^;*Bmp2*^*tg/+*^ hearts, *Bmp2* expression was stronger in AVC myocardium and was extended to ventricular myocardium (Fig. 1c). We did not recover alive *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos beyond E15.5 (Supplemental Table S1). Expression of the phosphorylated Bmp2 signalling effector transcription factors Smad1 and 5 (pSmad1/5)^13^ was moderate in E14.5 WT ventricular endocardium and myocardium, while pSmad1/5 was widely expressed throughout *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts (Fig. 1d, e). These results demonstrated that *Nkx2*.*5*^*Cre*^-mediated ectopic *Bmp2* expression leads to increased Bmp signalling activity in the myocardium, endocardium and valve mesenchyme.

### Myocardial *Bmp2* expression rescues AVC specification in *Bmp2*-deficient mice

qPCR analysis showed that *Bmp2* expression was moderately elevated in E14.5 *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts (Suppl. Figure S2A), prompting us to test whether *Nkx2*.*5-Cre*-mediated Bmp2 expression could rescue the AVC specification defect of *Bmp2* mutants. Whole-mount and histological analyses showed that *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^;*Bmp2*^*flox/flox*^ embryos had a well-defined AVC comparable to that of control *Bmp2*^*flox/flox*^ mice (Suppl. Figure S2B), indicating effective rescue of the AVC specification defect of *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*flox/flox*^ mutants. *Bmp2* was expressed in AVC of control, *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^;*Bmp2*^*flox/flox*^ and *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos, but not in *Nkx2*.*5*^*Cre*^*;Bmp2*^*flox/flox*^ embryos (Suppl. Figure S2B). *Nkx2*.*5*^*Cre*^*;Bmp2*^*flox/flox*^ embryos do not survive beyond E11.5^7,14^, whereas rescued embryos were still alive at E14.5, with defective ventricle and valve development (Suppl. Figure S2C). We found no live *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^;*Bmp2*^*flox/flox*^ embryos beyond E15.5 (Supplemental F S2). These results showed that myocardial expression of *Bmp2* rescues AVC specification of *Bmp2*-deficient mice but leads to lethality at E15.5.

### Ectopic myocardial Bmp2 expression renders the ventricles EMT-competent

The cardiac EMT drivers Twist1^7^, Snail^15^ and Slug^16^ are transcribed in the WT AVC endocardium and mesenchyme, and their expression was expanded to the ventricles in E9.5 *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos (Fig. 2a). Snail represses *vascular endothelial cadherin* (*Cdh5*) expression in E9.5 AVC endocardium so that EMT occurs^15^. ISH confirmed absence of *Cdh5* expression in WT AVC endocardium, and strong expression in ventricular endocardium (Fig. 2a). In contrast, E9.5 *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos showed weaker and discontinuous *Cdh5* expression in ventricular endocardium (Fig. 2a). E9.5 *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos also had severely reduced expression of the chamber endocardium marker *Irx5*^17^ (Fig. 2a), indicating loss of chamber endocardium identity. qPCR analysis confirmed the increased expression of the EMT drivers *Tgfβ2*, *Snail1* and *Twist1* in E9.5 *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts (Suppl. Figure S2D). We also immunostained E9.5 embryos with Sox9, a well-known Bmp2 target in EMT^7,18^, isolectin B4 (IB4) to label the endocardium and α-smooth muscle actin (α-SMA) to mark the myocardium. In the E9.5 WT heart, Sox9 is expressed in AVC mesenchymal cells (Fig. 2b-1, 2), whereas in *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos Sox9 is expressed in AVC endocardium and mesenchyme, but also in ventricular endocardium (and derived mesenchymal cells, Fig. 2b-3, 4). These observations indicate that myocardial Bmp2 expression leads to ectopic EMT drivers activation, that will induce transformation in ventricular endocardial cells.

**Fig. 2:**
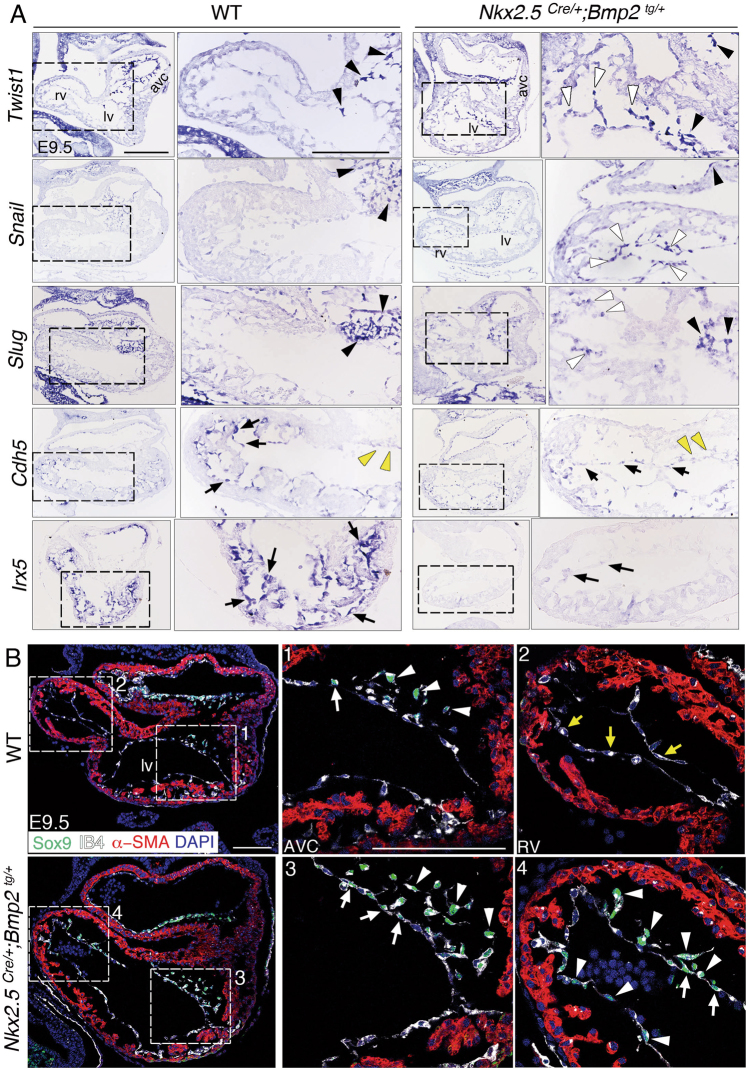
Expanded expression of the EMT drivers *Twist1*, *Snail*, *Slug* and Sox9, and reduction of *Cdh5* and *Irx5* expression in the ventricles of *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos. **a** ISH showing *Twist1*, *Snail*, *Slug*, *Cdh5* and *Irx5* mRNA in E9.5 WT and *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts. Black and yellow arrowheads mark expression or lack of expression in AVC mesenchyme cells, respectively; white arrowheads indicate expression in chamber endocardium. *Cdh5* and *Irx5 are* transcribed in WT chamber endocardium, while are strongly reduced in the transgenic ventricle (black arrows). Scale bars 200 μm. **b** Confocal images of E9.5 WT and *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts stained with Sox9 (green), IB4 (white), α-SMA (red) and DAPI (blue). Mesenchyme (1, arrowheads) and endocardial cells (1, arrow) in the WT AVC express Sox9, while IB4-positive endocardial cells of the right ventricle do not (2, yellow arrows). *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts show Sox9-positive mesenchyme (3, arrowheads) and endocardial cells (3, arrows) in AVC, but also in the right ventricle (4, arrowheads and arrows). Scale bars 100 μm. Abbreviations as in Fig. 1

**Fig. 3:**
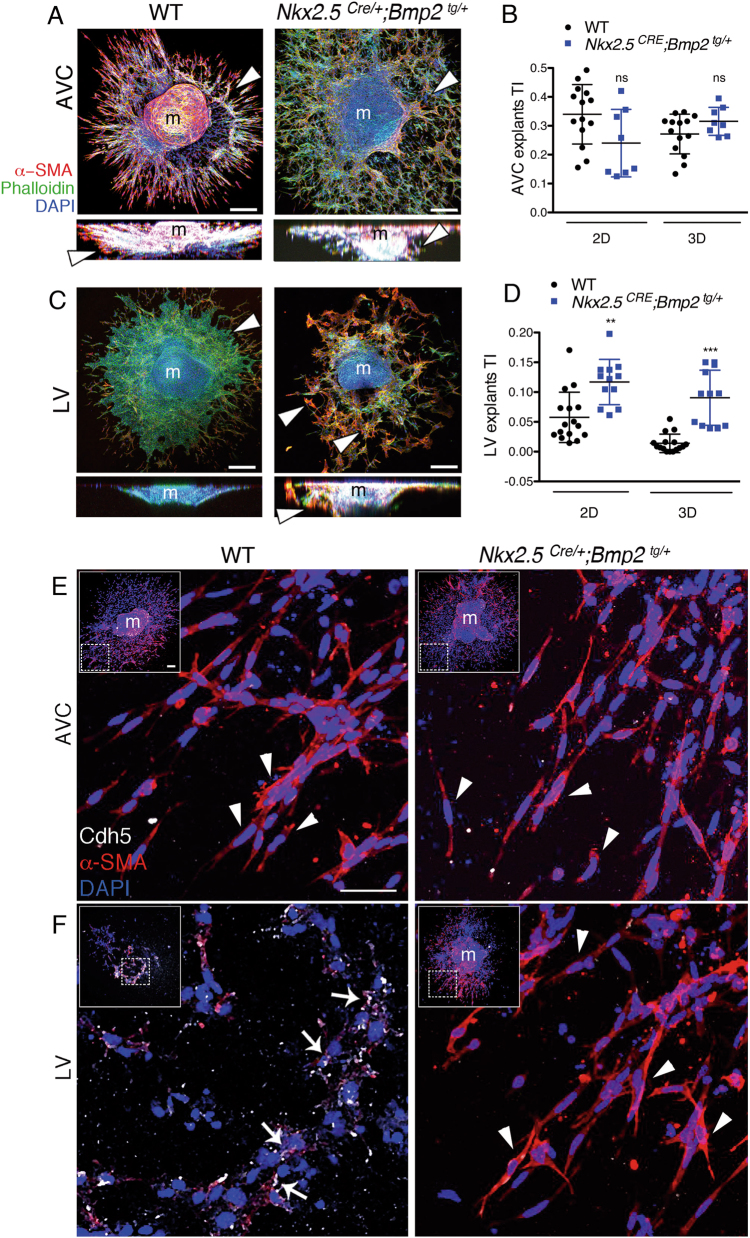
The AVC and ventricles of *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos undergo EMT in vitro. **a** Confocal images of AVC explants from E9.5 WT and *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts cultured on collagen gels (top and lateral projections). All explants were stained with phalloidin-FITC (green), anti-α-SMA-Cy3 (red) and DAPI (blue). AVC mesenchymal cells (α-SMA-positive) invade the collagen gel (arrowheads). **b** Quantification of migrating (2D, endocardial) and invading (3D, mesenchyme) cells in WT and transgenic AVC explants. **c** Confocal images of stained left ventricular explants (LV). WT LV endocardial cells do not undergo EMT and form a monolayer on the surface of the gel (arrowhead). Transgenic LV endocardial cells transform, migrate and invade the collagen gel (arrowheads in top views and lateral projections). **d** Quantification of migrating and invading cells in LV explants shows a significantly higher 2D and 3D transformation indexes (TI) in transgenic explants than in WT. TI is the number of migrating (2D) or invading (3D) cells divided by the total number of cells in each explant. m myocardium. *t* test ** *P* < 0.01, ***P < 0.005. **e**, **f** Confocal images of explants. **e** The insets show general views of WT and *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ AVC explants stained with anti-Cdh5 (white), anti-α-SMA (red) and DAPI (blue). The large images are a magnification of the area marked in the insets and show mesenchymal cells stained with anti-α-SMA and DAPI, but not with anti-Cdh5 (arrowheads). **f** The insets show general views of WT and *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ ventricular explants stained with the same antibodies than above (in the WT ventricular explant the myocardium (m) has been removed). The large images are a magnification of the area marked in the insets and show that WT ventricular endocardial cells express Cdh5 (F, white arrows), while transformed mesenchymal cells in transgenic ventricular explants express α-SMA (F, arrowheads). Scale bars 100 μm in insets; 50 μm in large images

**Fig. 4:**
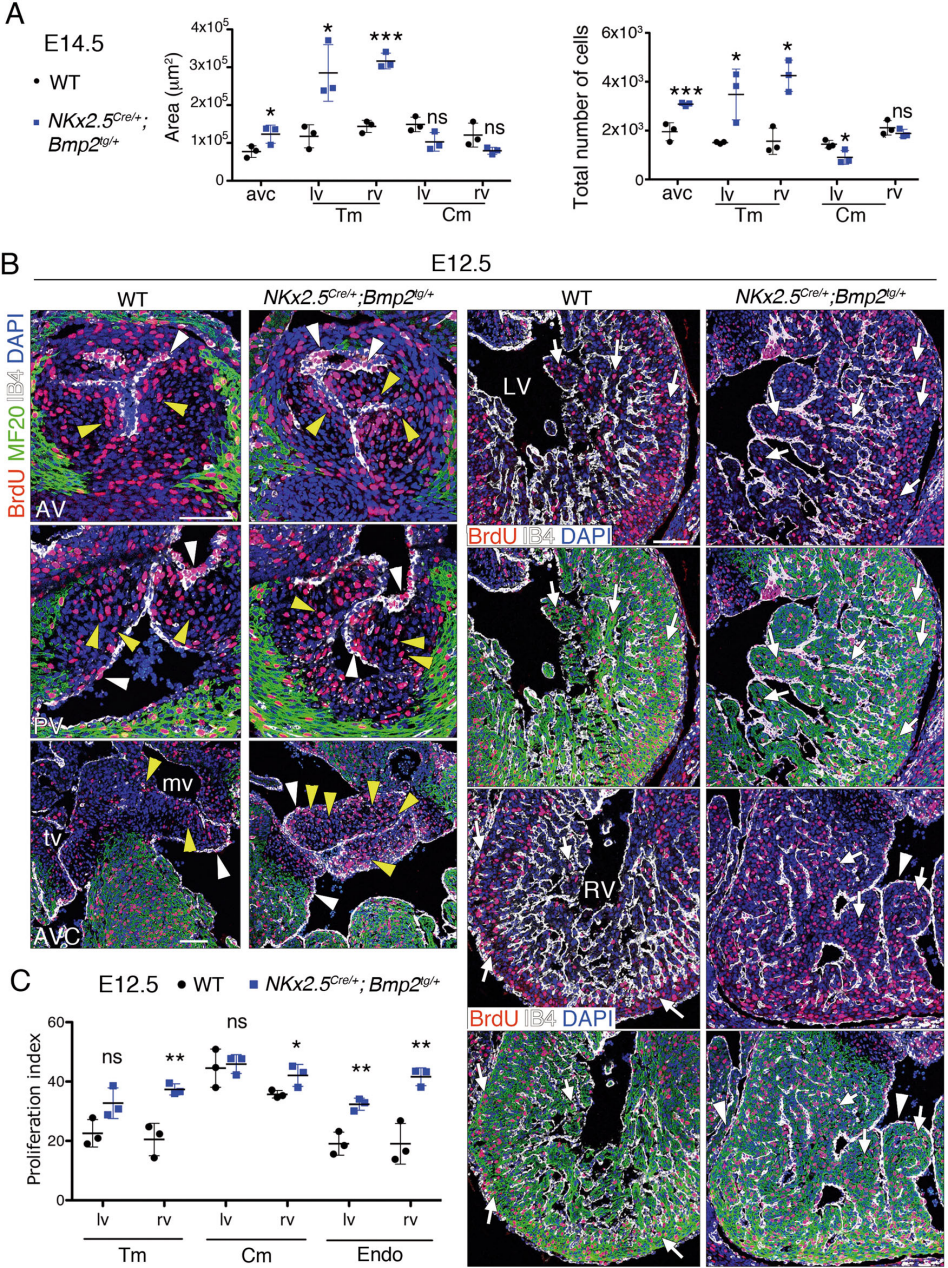
*Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos show increased cardiac proliferation. **a** Area occupied by the various cardiac territories, and the total number of cells within them, analysed in E14.5 WT and *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts. **b** Proliferation analysis in E12.5 WT and transgenic heart sections. Sections are stained with an anti-BrdU (red) and anti-MF20 (green, myocardium) antibodies, isolectin B4 (white, endocardium) and counterstained with DAPI (blue). AV aortic valve, AVC atrioventricular valves, LV left ventricle, mv mitral valve, RV right ventricle, tv tricuspid valve. The top rows in the column corresponding to the sections of the ventricles show only anti-BrdU, IB4 and DAPI staining, to facilitate identification of BrdU-positive nuclei. The white and yellow arrowheads indicate BrdU-positive endocardium or mesenchyme nuclei, respectively. The white arrows indicate BrdU-positive nuclei in myocardium. Scale bars 200 μm. **c** Proliferation index in E12.5 WT and transgenic hearts is the ratio of BrdU-positive nuclei to the total number of nuclei in each cell type. *t* test, *P < 0.05; **P < 0.01; ns non-significant

At E14.5, these EMT markers were still upregulated (Suppl. Figure 2A) although expression was confined to the enlarged valves (Suppl. Figure S3A).

We assayed in explants the ability of myocardial *Bmp2* to induce ectopic EMT. We first explanted AVC tissue from WT and transgenic hearts as described^1,15^ and measured the two-dimensional (2D) and three-dimensional (3D) transformation index (TI), which define the migratory and invasive capacity of the explants, respectively^19^. E9.5 WT and *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ AVC explants generated mesenchymal cells invading the collagen gel (Fig. 3a). The 2D and 3D TI values were similar for both genotypes (Fig. 3a, b). Then, we carried out explants with the left ventricle. Cultures from WT ventricles generated a coherent endocardial monolayer surrounding the myocardium (Fig. 3c). In contrast, *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ ventricular explants gave rise to mesenchymal cells that invaded the collagen matrix, similarly to control AVC explants (Fig. 3c, d). These ventricular endocardium-transformed mesenchymal cells had a significantly higher 2D TI and 3D TI than WT explants (Fig. 3c, d). We stained with anti-Cdh5 and α-SMA antibodies, to label the various cell types in the explants^15^. Figure 3e shows that transformed mesenchymal cells in both WT and transgenic AVC explants stain with α-SMA, but not with anti-Cdh5. Endocardial cells of WT ventricular explants, that do not transform (Fig. 3c, d), express Cdh5 and do not express α-SMA (Fig. 3f, left). In contrast, transformed mesenchymal cells of *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ ventricular explants express α-SMA, but not Cdh5 (Fig. 3f, right).

### Myocardial *Bmp2* gain-of-function stimulates cardiomyocyte proliferation and prevents chamber maturation

The enlarged trabeculae and valves in E14.5, *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos (Fig. 1b) prompted us to measure the surface of the myocardium and AVC, and their total number of cells. The compact myocardium area was similar in WT and transgenic embryos, whereas the trabecular myocardium and AVC regions were larger and contained more cells in E14.5 *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos (Fig. 4a).

We examined cell proliferation by measuring 5-bromodeoxyuridine (BrdU) incorporation in WT and *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ E12.5 hearts. We observed a significantly increased proliferation in AVC valves mesenchyme, but not in aortic or pulmonary valves of transgenic hearts (Suppl. Figure S3C and Fig. 4b). Proliferation was also increased in compact and trabecular myocardium of the right ventricle, and throughout ventricular endocardium (Fig. 4b, c). This elevated proliferation was sustained but less pronounced at E14.5 (Suppl. Figure S3B, C). Thus, *Bmp2* overexpression in *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos leads to a proliferative expansion of valves and trabeculae.

The compact myocardium markers *Hey2*^20^ and *n-Myc*^21^ were expanded to trabecular myocardium at E14.5 (Fig. 5a), suggesting impaired chamber maturation in transgenic embryos. Likewise, *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos showed increased *Tbx20* expression in AVC valves and expansion to the trabeculae (Fig. 5a). In contrast, *Tbx2* was normally expressed in AVC valves (Fig. 5a). These results are in accordance with the reported repression of *Tbx2* by Hey2 and Tbx20 in chamber myocardium, resulting in AVC-restricted *Tbx2* expression^10,22^. Tbx20 interacts with Bmp/Smad signalling to confine *Tbx2* expression to the AVC^23^.

**Fig. 5:**
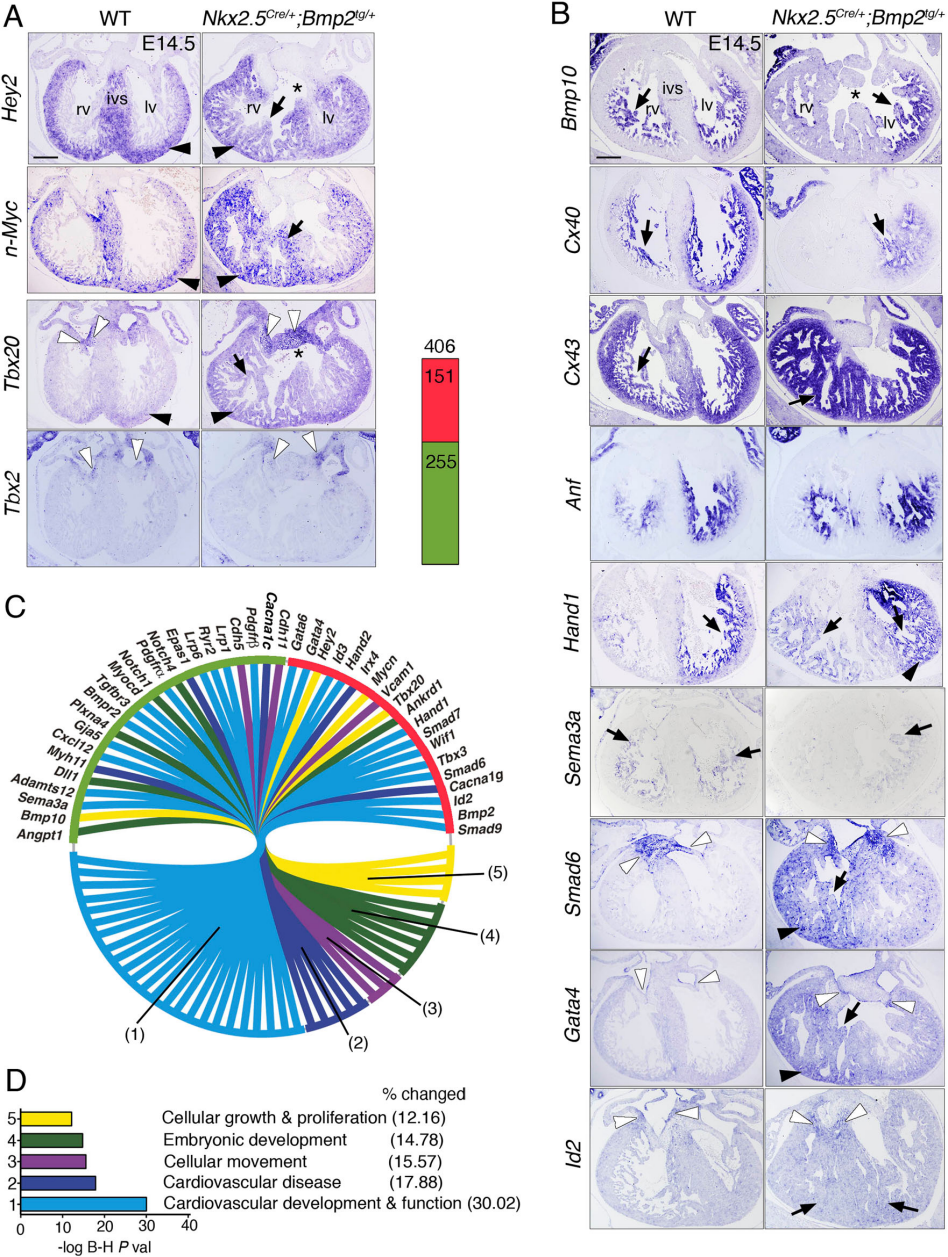
*Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos show defective ventricular chamber maturation. **a** E14.5, ISH. The black arrowheads mark compact myocardium, arrows mark trabeculae, white arrowheads the AVC valves region and the asterisks indicate a ventricular septal defect. ISH of *Hey2*, *n-Myc*, *Tbx20* and *Tbx2* in E14.5 WT and *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts. **b** ISH of *Bmp10*, *Cx40*, *Cx43*, *Anf*, *Hand1*, *Sema3a*, *Smad6*, *Gata4* and *Id2* in E14.5 WT and transgenic hearts. IVS interventricular septum, rv right ventricle, lv left ventricle. Scale bars 200 μm. **c** Left, Circular plot of 42 differentially expressed genes in E14.5 transgenic hearts. Top, Chart showing the total number of upregulated (red) and downregulated genes (green). Details are available in Supplementary file 1. **d** B-H *P* value, Benjamini–Hochberg-adjusted *P* value. % changed classifies the genes altered in *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ transgenic hearts as a percentage of the total number of genes involved in the listed biological function. *t* test *P < 0.05; **P < 0.01; ***P < 0.005

The trabecular markers *Bmp10*^24^ and *Cx40/Gja5*^25^ were downregulated in *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos (Fig. 5b), while *Cx43* was upregulated and *Anf* unaffected (Fig. 5b). The transcription factor Hand1, a Tbx20 effector^26,27^ was upregulated and extended to the right ventricle of transgenic embryos (Fig. 5b). These results, together with the expansion of the compact myocardium markers (Fig. 5a), and the increased cardiomyocyte proliferation in *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos (Fig. 4b, c and Suppl. Figure S3B, C), indicate that ectopic myocardial *Bmp2* expression disrupts ventricular chamber maturation by promoting proliferation and preventing cardiomyocyte differentiation.

### Gene profiling reveals dysregulated cardiovascular development and cellular proliferation

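RNA was analysed from E14.5 hearts, with the atria removed, of WT embryos and of *Nkx2.5* Cre/+*;Bmp2* tg/+ embryos. In the transgenic embryos, Cre made from the *Nkx2.5* locus removes a floxed stop cassette, so that a CAG promoter in the *Rosa26* locus drives a mouse *Bmp2* cDNA followed by an IRES and eGFP. By their labels, the transgenic pools differ from the WT pools by the *Nkx2.5* Cre allele as well as the transgene. The comparison does not separate these. The cross of Suppl. Table S1 lists only embryos with that allele, and whether the WT pools lack it was not tested. The authors pooled the RNA of 12 hearts per genotype into 3 pools, with 4 hearts in each, made single-end Illumina libraries, and excluded 1 WT pool. The values used here cover the 3 transgenic pools and the other 2 WT pools, numbered as the authors numbered them. The authors removed adaptor sequence, quantified the reads with RSEM over GRCm38, and deposited counts per 1000000 reads (CPM), relative to a scaled library size, for 12857 genes. In every library, 100% of the values were whole multiples of what 1 read was worth, which gave back whole numbers, called reads here. RSEM's estimates need not be whole, so these may be rounded estimates, which was not tested. The recovered reads came to 10564780, 9442233 and 7931484 in transgenic pools 1, 2 and 3, and to 9351893 and 7427905 in WT pools 1 and 2. A count of 0 allows up to 3 reads, which is 0.287 CPM in the deepest library and 0.402 CPM in the shallowest; this limit covers counting error only. Values were compared as log2(CPM + 0.5) with limma, with a trend of the variance on the mean, and p-values were adjusted by the Benjamini-Hochberg method over all 12857 genes. A fold change on this scale understates the change of genes with few reads. The pseudocount, the scaling of the libraries, the variance trend and the kind of test are the choices that could change the numbers. For any single gene, an exact permutation test of 3 pools against 2 cannot give a one-sided p under 0.1, so the p-values rest on the variance that limma estimates across genes.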

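In transgenic hearts, 362 of the 12857 genes had a limma adjusted p at or under 0.05, of which 157 were higher and 205 were lower than in WT hearts. The median size of their log2 fold changes was 0.41, the smallest was 0.22, and 38 genes changed by more than 1. For all 362 genes, the values of the 3 transgenic pools lay on one side of both WT pools. Chance alone separates the pools in this way for 20% of genes, and 35.7% of all genes (4593) were separated. The first principal component of the log2 values held 46.5% of the variance and separated the genotypes, with the transgenic pools at 8.3, 16.5 and 10.5 and the WT pools at -17.8 and -17.6. The number of genes moved most when limma was run without the variance trend, which left 10 genes, each of them higher in transgenic hearts, while 1846 genes had an unadjusted p under 0.05. Without transgenic pool 2 the number was 226 genes, and without transgenic pool 3 it was 464.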

RNA sequencing (RNA-seq) identified altered cardiac expression of 406 genes (*P* ≤ 0.05) in E14.5 *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts, 151 genes were upregulated and 255 downregulated (Fig. 5c and Suppl. File S1). Confirming our ISH analysis, *Bmp2*, *Tbx20*, *n-Myc*, *Hey2*, *Hand1* and *Hand2* were upregulated, whereas *Cx40* and *Bmp10* were downregulated (Fig. 5c and Suppl. File S1). 

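*Bmp2* (ENSMUSG00000027358, chromosome 2 of GRCm38, 133552159 to 133562885) was at 24.4 ± 2.29 CPM (SD, n = 3 pools) in transgenic hearts and at 12.1 ± 2.74 CPM (SD, n = 2 pools) in WT hearts. These values rest on 240, 252 and 186 reads in the transgenic pools and on 133 and 76 reads in the WT pools, and each transgenic pool was above both WT pools. The log2 fold change of *Bmp2* was 0.99 (standard error 0.13, limma adjusted p = 0.000712), and it lay between 0.77 and 1.22 with each pool left out in turn. The transgene carries the *Bmp2* cDNA, so reads of the transgene and of the endogenous gene are not told apart in this value. *Tbx20* rose from 704 ± 48.7 CPM (SD, n = 2) to 932 ± 31.9 CPM (SD, n = 3), a log2 fold change of 0.41 with a limma adjusted p of 0.00162. The log2 fold changes of *n-Myc*, listed as *Mycn*, *Hey2*, *Hand1* and *Hand2* were 0.34, 0.24, 0.50 and 0.32. Their limma adjusted p-values were 0.0478, 0.0267, 0.0463 and 0.0132 in the same order, so *n-Myc* and *Hand1* were near the threshold of 0.05. *Hand1*, with 14.8 to 18.0 CPM in transgenic pools and 10.9 and 11.4 CPM in WT pools, was past the threshold in 6 of the 12 other settings with a test, with limma, edgeR or DESeq2 adjusted p-values from 0.0256 to 0.183. *Cx40*, listed as *Gja5*, fell from 165 ± 4.74 CPM (SD, n = 2) to 114 ± 19.2 CPM (SD, n = 3), a log2 fold change of -0.55 (standard error 0.10, limma adjusted p = 0.00494), which was not past the threshold with DESeq2 (adjusted p = 0.0925, from 3.99e-05 to 0.214 over the 12 settings). *Bmp10* fell from 32.8 ± 0.876 CPM (SD, n = 2) to 14.4 ± 3.39 CPM (SD, n = 3), a log2 fold change of -1.18 (standard error 0.15, limma adjusted p = 0.000626).

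**Figure D1:**
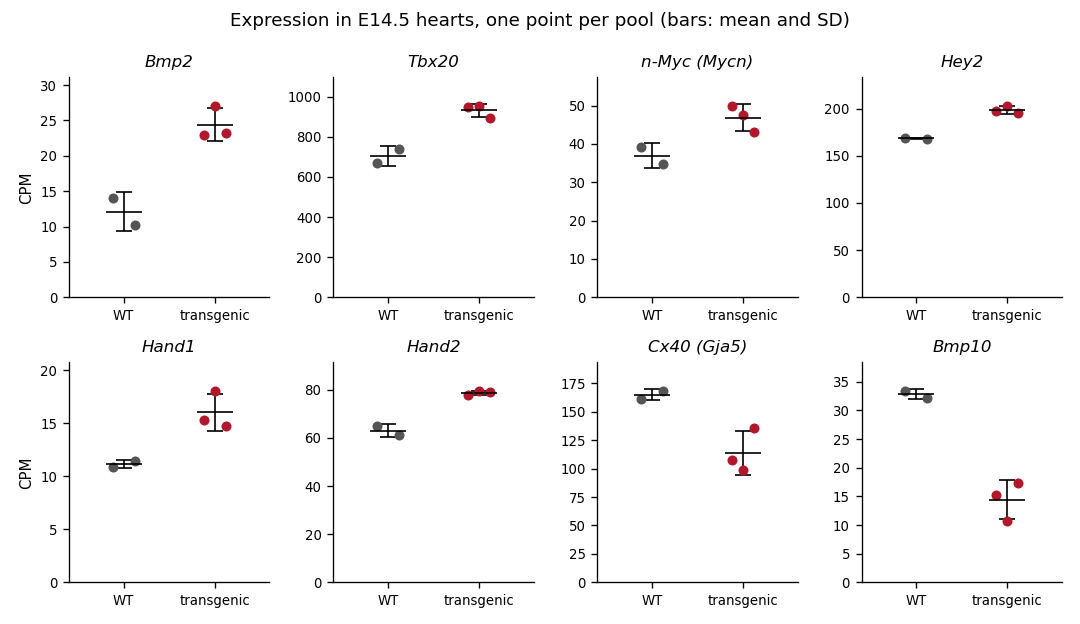
CPM of *Bmp2*, *Tbx20*, *n-Myc*, *Hey2*, *Hand1*, *Hand2*, *Cx40* and *Bmp10* in the 2 WT pools (grey) and the 3 transgenic pools (red) of E14.5 hearts, on linear axes that start at 0. Each point is a pool, and the bars are the mean and the SD. *Bmp10* lies between 10.7 and 17.4 CPM in transgenic pools and at 33.4 and 32.2 CPM in WT pools.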

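The 42 genes drawn in Fig. 5c comprise 19 that the authors list as higher and 23 that they list as lower in transgenic hearts. In the values analysed here all 42 changed in that direction, and for all 42 the transgenic pools lay on one side of both WT pools, which chance gives for 20% of genes. The authors picked these genes from the same libraries, so this is not independent evidence. With the adjustment over all 12857 genes, limma called 35 of them: 17 higher genes, and 18 lower genes. The number depended on the setting. It was 24 without transgenic pool 2, 25 with DESeq2, 39 with edgeR's exact test and 0 for limma without the variance trend. *Gata6*, *Id3*, *Bmpr2*, *Notch4*, *Cdh5*, *Pdgfrb* and *Cdh11* were not called, with limma adjusted p-values from 0.0519 to 0.0709. Adjusted over the list alone, all 42 were at or under 0.05. The median log2 fold change was 0.43 for the higher genes and -0.37 for the lower genes. *Smad9*, which encodes a receptor-regulated Smad, had the largest rise of the 42, from 9.27 ± 0.545 CPM (SD, n = 2 pools) to 23.8 ± 3.38 CPM (SD, n = 3 pools), a log2 fold change of 1.31 (standard error 0.13, limma adjusted p = 2.84e-05). *Cacna1g*, which encodes a T-type calcium channel, rose by 0.77 on the log2 scale, while *Cacna1c* and *Ryr2* fell by 0.22 and 0.28 (limma adjusted p-values of 1.12e-05, 0.0325 and 0.0175). The call of *Cacna1c* was lost without each transgenic pool in turn, with limma adjusted p-values of 0.0602, 0.0553 and 0.0541 without pools 1, 2 and 3, within a range of 0.0183 to 0.24 over the 12 other settings. Gene ontology tests were not run here, because names were paired with identifiers only for the 406 genes of Suppl. File 1.

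**Figure D2:**
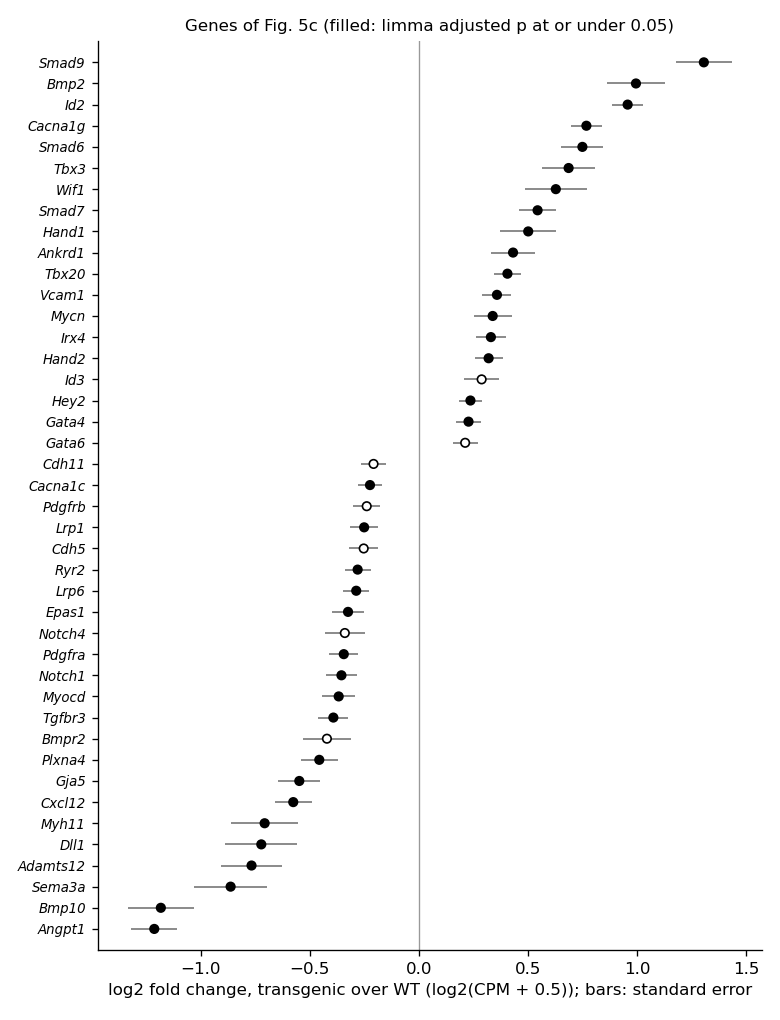
Log2 fold change of the 42 genes of Fig. 5c between transgenic and WT hearts, on the log2(CPM + 0.5) scale. Points are estimates from 3 transgenic and 2 WT pools, bars are standard errors, and filled points mark the 35 genes with a limma adjusted p at or under 0.05.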

Gene ontology (GO) classification revealed that most dysregulated genes in *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts were involved in cardiac development and disease, and cell growth and proliferation (Fig. 5c, d and Supplemental File 1). 

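*Angpt1* (chromosome 15 of GRCm38, 42424727 to 42676977) was at 21.4 ± 2.90 CPM (SD, n = 3 pools) in transgenic hearts and at 49.9 ± 0.197 CPM (SD, n = 2 pools) in WT hearts, a log2 fold change of -1.21 (standard error 0.11, limma adjusted p = 8.15e-06). *Sema3a* (chromosome 5, 13396784 to 13602565) was at 19.1 ± 4.92 CPM (SD, n = 3) and 34.4 ± 4.63 CPM (SD, n = 2), a log2 fold change of -0.86 (standard error 0.17, limma adjusted p = 0.00919). In transgenic pool 2 *Sema3a* was at 13.4 CPM, and without that pool its log2 fold change was -0.63. The difference in *Epas1* (chromosome 17, 86753907 to 86833410) was smaller, from 69.8 ± 0.379 CPM (SD, n = 2) in WT to 55.7 ± 3.61 CPM (SD, n = 3) in transgenic hearts, a log2 fold change of -0.32 (standard error 0.07, limma adjusted p = 0.0242). Without transgenic pool 2, *Epas1* fell by 0.27 on the log2 scale and was not called (limma adjusted p = 0.0738), and over the 12 other settings with a test its adjusted p-values ranged from 0.0116 to 0.203. DESeq2 called neither *Epas1* nor *Sema3a* (adjusted p-values of 0.0605 and 0.133). *Epas1* was called in 9 of the 12 settings and *Sema3a* in 10, the latter with adjusted p-values from 0.00015 to 0.225. The coronary markers *Hey1* and *Dll4* were not analysed here, since their identifiers are not paired with names in Suppl. File 1.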

Genes implicated in coronary vessel formation (*Hey1*, *Dll4*, *Epas1*, *Sema3a*, *Angpt1*) were also downregulated (Fig. 5c). ISH for the coronary artery markers *Dll4*, *Hey1*, *Cxcr4* and *Fabp4*^28^ confirmed these data (Fig. 5b and Suppl. Figure S4A–H). The number of *Fabp4*-positive vessels was reduced in E14.5 *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos (Suppl. Figure S4I), indicating defective coronary vessel development.

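*Smad6* (chromosome 9 of GRCm38, 63953076 to 64022059) was at 57.3 ± 7.94 CPM (SD, n = 3 pools) in transgenic hearts and at 33.7 ± 0.112 CPM (SD, n = 2 pools) in WT hearts, a log2 fold change of 0.75 (standard error 0.10, limma adjusted p = 0.000626). *Smad7* (chromosome 18, 75367529 to 75395935) was at 38.4 ± 1.59 CPM (SD, n = 3) and 26.2 ± 0.397 CPM (SD, n = 2), a log2 fold change of 0.54 (standard error 0.08, limma adjusted p = 0.00206). For both genes every transgenic pool was above both WT pools. With each pool left out in turn, the log2 fold change lay between 0.65 and 0.84 for *Smad6* and between 0.52 and 0.58 for *Smad7*.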

*Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos also showed increased *Smad6* and *Smad7* expression (Fig. 5c), which encode inhibitory Smads^29^. *Smad6* was ectopically expressed in E14.5 *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ ventricles (Fig. 5b), presumably reflecting a negative-feedback loop triggered by ectopic Bmp2 expression, as in vitro experiments suggested^30^. Similarly, the cardiac specification marker *Gata4*^31^ was upregulated in myocardium, especially of the right ventricle in *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos, and in AVC valves endocardium (Fig. 5b). RNA-seq (Fig. 5c) and qPCR data (Suppl. Figure S2A) showed upregulation of *Id2*, a n-Myc effector critical for cell proliferation^32^. *n-Myc* is a direct downstream target of Smad4^33^. In addition, both Hey2 and n-Myc are required for cardiomyocyte proliferation^20,34^, suggesting that the increased cardiac proliferation observed in *Nkx2*.*5*^*CRE/+*^*;Bmp2*^*tg/+*^ embryos (Fig. 4b, c) could be mediated by *Hey2*, *n-Myc* and *Id2* activation downstream of Bmp2.

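In the RNA-seq values, *Id2* (chromosome 12 of GRCm38, 25093801 to 25096092) was at 143, 145 and 123 CPM in the transgenic pools and at 70.2 and 69.8 CPM in the WT pools. Its log2 fold change was 0.96 (standard error 0.07, limma adjusted p = 1.26e-06), and lay between 0.91 and 1.03 with each pool left out in turn. The difference of 136.7 ± 12.0 CPM (SD, n = 3 pools) from 70.0 ± 0.259 CPM (SD, n = 2 pools) was larger than the spread between pools. *Id2* was past the threshold in 11 of the 12 other settings with a test and not in limma without the variance trend (adjusted p = 0.0581; the lowest was 1.5e-24, from edgeR's exact test on the recovered reads).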

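The changes of these 3 genes in the RNA-seq values did not hold equally when pools were left out. Every transgenic pool was above both WT pools for *Hey2* and *n-Myc*, at 195 to 203 CPM against 168 and 169 CPM for *Hey2*, and at 43.0 to 49.9 CPM against 34.7 and 39.2 CPM for *n-Myc*. With each pool left out in turn the log2 fold change lay between 0.22 and 0.25 for *Hey2* and between 0.25 and 0.43 for *n-Myc*. *Hey2* was not called without transgenic pool 1 or pool 2 (limma adjusted p-values of 0.0561 and 0.0632, within a range of 0.0134 to 0.226 over the 12 other settings with a test). *n-Myc* was called in 4 of those 12 settings, with adjusted p-values from 0.0244 to 0.245, and not without transgenic pool 1 or pool 2 (limma adjusted p-values of 0.128 and 0.121). The paper cites the requirement of Hey2 and n-Myc for cardiomyocyte proliferation, *n-Myc* as a direct target of Smad4, and *Id2* as an n-Myc effector. From these and the rise of the transcripts, it proposes that the 3 genes, downstream of Bmp2, could mediate the increased proliferation of transgenic hearts. The paper's other evidence is ISH at E14.5, in which *Hey2* and *n-Myc* extended into the trabeculae, and qPCR, in which *Id2* rose. RNA from pooled hearts cannot show where in the heart a transcript lies, so the ISH result was not tested here.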

### *Bmp2* gain-of-function in myocardium, but not endothelium, disrupts ventricular development

We used the myocardial-specific *cTnT-Cre* line, active from E8.0 onwards^35^, that caused a phenotype similar to *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos. E10.5 c*TnT*^*Cre/+*^*;Bmp2*^*tg/+*^ mice showed enlarged AVC, and mesenchymal cells in the right ventricle (Suppl. Figure S5A). E14.5 c*TnT*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos had ventricular septal defect, dilated ventricles and coronaries, and thickened valves and trabeculae (Suppl. Figure S5B), and did not progress beyond E17.5 (Supplemental Table S3). c*TnT*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts expressed *Bmp2* throughout the myocardium (Suppl. Figure S5B). These embryos showed upregulated *Tbx20* expression (Suppl. Figure S5C), expansion of *Hey2* to the trabeculae (Suppl. Figure S5C) and reduced *Cx40* and *Bmp10* expression (Suppl. Figure S5D), indicating impaired ventricular chamber maturation. Coronary vessels were also affected, as the loss of *Cx40* expression indicated (Suppl. Figure S5D). *Tbx2* and *Cx43/Gja1* expression was unaltered (Suppl. Figure S5D).

Myocardium-derived Bmp2 binds to its receptor in AVC endocardium to activate EMT^7^. We used the *Tie2*^*Cre*^ driver to express Bmp2 in vascular endothelium and endocardium from E7.5^36^. E10.5 *Tie2*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos had normal heart morphology (Suppl. Figure S5E and data not shown). Indeed, *Tie2*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos developed normally and reached adulthood (Supplemental Table S4). qPCR showed a slight increase in *Bmp2* transcription and normal *Twist1*, *Snail*, *Cdh5* and *Slug* expression in E14.5 transgenic embryos (Suppl. Figure S6A). These results indicate that Tie2-Cre-mediated ectopic *Bmp2* expression does not affect cardiogenesis, and indicate that the phenotypic similarities between *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ and *cTnT*^*Cre/+*^*;Bmp2*^*tg/+*^ mice are due to myocardial *Bmp2* overexpression.

### Bmp2 stimulates proliferation and prevents cardiomyogenesis in vitro

The increased proliferation and impaired cardiomyocyte maturation of *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ mice prompted us to test the ability of *R26CAGBmp2-eGFP* mouse embryonic stem cells (mESC) to form embryoid bodies (EBs) and differentiate into cardiomyocytes^37^. *R26CAGBmp2-eGFP* mESCs were transfected with a Cre-expressing plasmid, and GFP-positive clones (Bmp2-mESCs) were identified (Suppl. Figure S6B). Non-recombined clones were used as control mESCs. ELISA revealed around 3.5-fold Bmp2 increase in the culture medium of Bmp2-ESCs (Suppl. Figure S6C). Bmp2-expressing embryoid bodies (Bmp2-EBs) expressed GFP, whether cultured in suspension or plated (Suppl. Figure S6D). Bmp2-EBs at day 3 (d3) and d5 of culture were larger than control EBs (Fig. 6a, b). To determine whether this size difference was due to Bmp2 overexpression, we cultured EBs with different concentrations (see Experimental procedures) of the Bmp antagonist Noggin^38^. Overall, 500 ng/ml Noggin had an effect on Bmp2-EBs, being added from 3 days before EBs formation (d-3) to day 17 (d17). Noggin reduced the size of control and Bmp2-EBs at d3 (Fig. 6a,b) and prevented Bmp2-EBs from growing more than control EBs (Fig. 6a, b). By d5, Noggin was unable to reduce the size of Bmp2-EBs (Fig. 6a, b), but reduced the size of control EBs (Fig. 6a, b). Phospho-Histone3 (PH3) and BrdU analyses revealed markedly increased proliferation in Bmp2-EBs at d3 (Fig. 6c and Suppl. Figure S6E). These data indicate that Bmp2 overexpression in EBs promotes proliferation and that continuous Noggin-mediated Bmp2 blockade limits this effect.

**Fig. 6:**
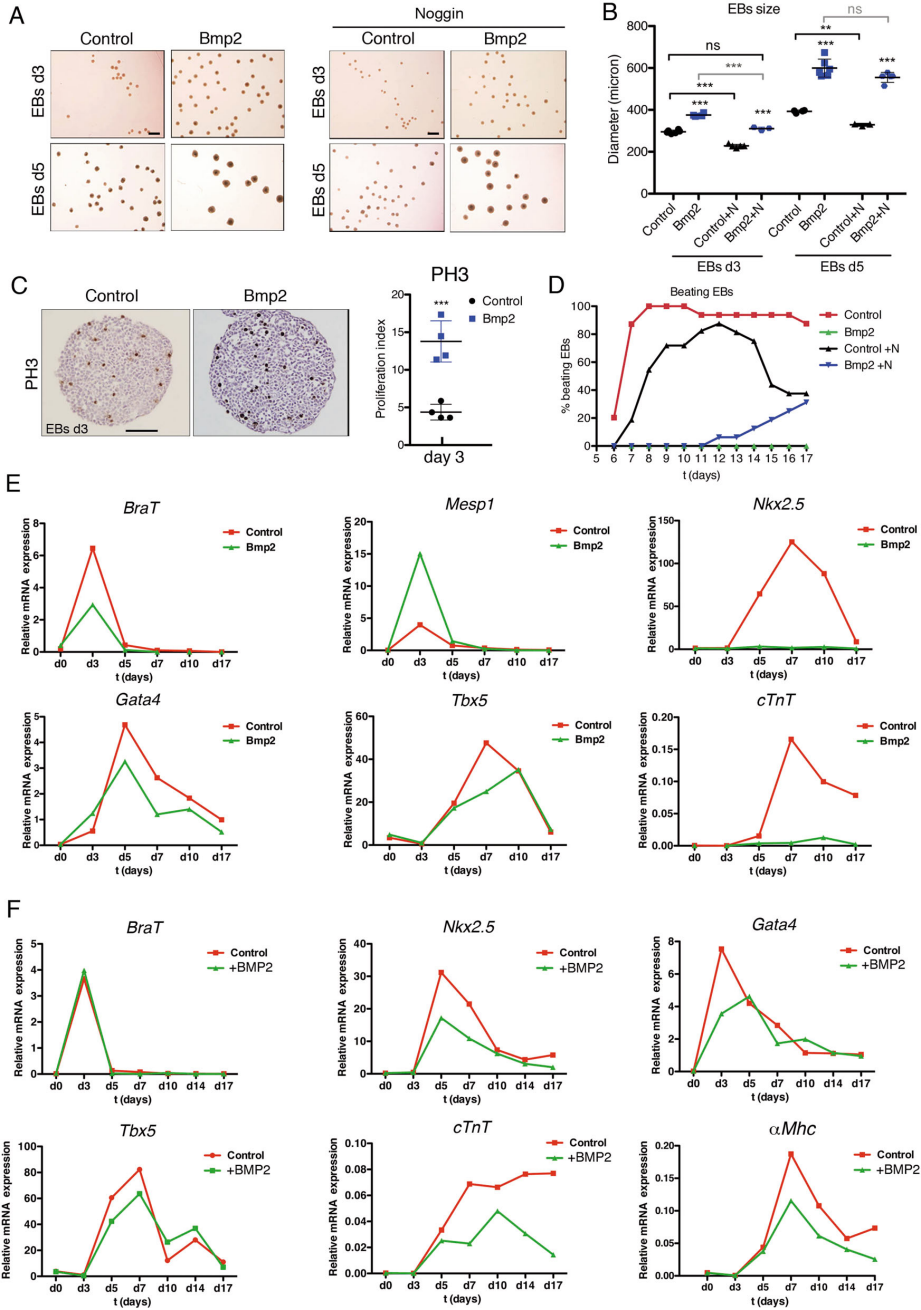
Constitutive Bmp2 expression leads to increased proliferation and blockade of cardiac differentiation in embryoid bodies (EBs). **a** Images showing EBs size at day 3 (d3) and day 5 (d5) of culture. Bmp2-expressing-EBs (Bmp2) are visibly larger than controls. Noggin (500 ng/ml, right panels) reduced the size of both control and Bmp2-EBs at d3 but not the size of Bmp2-EBs at d5. Scale bars 1 mm. **b** Size quantification of the EBs shown in **a** (control, WT EBs; Bmp2, *Bmp2*-EBs;+N, Noggin-treated EBs). Bmp2-EBs were larger than WT EBs at d3 and d5 (Bmp2-EBs vs. Control EBs). Noggin significantly reduced the size of control and Bmp2-EBs at d3 but not of d5 Bmp2-EBs at d5 (treated EBs vs untreated EBs). Noggin-treated Bmp2-EBs were similar in size to untreated WT EBs at d3 but not at d5. ***P < 0.005, **P < 0.01, ns, non-significant one-way ANOVA (non-parametric) and Bonferroni post-test. **c** Phospho-Histone3 (PH3) staining in d3 control and Bmp2-EBs. Quantification shows a significant increase in PH3-positive nuclei. Scale bar 200 μm. *t*-test, ***P < 0.005. **d** Beating ability of WT EBs in the absence (red) or presence of Noggin (500 ng/ml) (black), or Bmp2-EBs in the absence (green) or presence of Noggin (blue). **e**, **f** Gene expression (qRT-PCR) of cardiac specification markers (*BraT* and *Mesp1*), early cardiac differentiation markers (*Nkx2*.*5*, *Gata4*, *Tbx5* and *cTnT*) and late differentiation marker (*αMhc*) in **e** WT EBs (Control, red) and Bmp2-EBs (Bmp2, green) and **f** WT EBs (Control, red) and human recombinant BMP2-treated EBs (+BMP2, green)

We examined the beating ability of Bmp2-EBs from d6-d17 as an indication of cardiomyocyte differentiation^37^. Control EBs started beating at day 6, with more than 90% beating from d8-d17; in contrast, Bmp2-EBs did not beat at any time-point assayed (Fig. 6d). Noggin (500 ng/ml) partially restored beating ability in Bmp2-EBs 14 days after administration, with 30% of the culture beating by d17 (Fig. 6d). qPCR revealed an increase in *Bmp2* and *GFP* expression in Bmp2-EBs (Suppl. Figure S6E). The d3 expression spike of the early mesodermal marker *Brachyury* (*BraT*)^39^ was suppressed in Bmp2-EBs, whereas the cardiac mesoderm marker *Mesp1*^40^ was upregulated (Fig. 6e). The cardiac progenitor marker *Nkx2*.*5*^41^ was undetectable, whereas the *Gata4* and *Tbx5* responses were decreased (Fig. 6e). Bmp2-EBs showed no detectable expression of the early cardiomyocyte differentiation marker *cardiac Troponin T* (*cTnT*) (Fig. 6e), and several late markers (Suppl. Figure S6F), suggesting that Bmp2-EBs do not progress to cardiomyogenesis. Similarly to the in vivo situation (Fig. 5b, c), *Smad6* transcription was increased in Bmp2-EBs (Suppl. Figure S6F).

Our in vitro data show that constitutive Bmp2 overexpression in EBs affects cardiac differentiation. To test whether the increased BMP2 concentration affected cardiogenesis after cardiac specification had taken place, we cultured control *R26CAG-Bmp2* mESCs in the presence or absence of human BMP2 (20 ng/ml) from d3 to d17. The beating ability of WT and BMP2-treated EBs was similar. qPCR on samples collected before and after BMP2 addition revealed no differences in *BraT* or *Mesp1* expression between BMP2-treated and untreated EBs (Fig. 6f and Suppl. Figure S6G); however, BMP2 addition decreased the expression of early (Fig. 6f) and late cardiac differentiation markers (Suppl. Figure S6G). This result is consistent with our in vivo results and previous in vitro data^11^ suggesting that increased BMP2 signalling following cardiac mesoderm specification prevents cardiomyocyte differentiation.

## Discussion

By activating *Bmp2* expression throughout the embryonic myocardium, we provide genetic evidence indicating that Bmp2 is an instructive myocardial signal, able to induce the formation of cardiac valve primordia from AVC and non-AVC endocardial cells. Bmp2 gain in the embryonic myocardium promotes cardiac cell proliferation, disrupts valve remodelling and chamber cardiomyocyte patterning and maturation. Our data are informative about the mechanisms underlying mammalian cardiac patterning, and suggest that timely Bmp2 activation may be useful in the ex vivo expansion of immature cardiomyocytes.

### Valve primordium formation, Bmp2 and endocardial competence

Explant assays with chicken AVC and ventricles showed that only AVC endocardium was able to undergo EMT^1^. Expression, explants and loss-of-function studies in mice confirmed that Bmp2 is crucial for AVC specification and cushion formation^5–8^. Our results show that myocardial Bmp2 gain directs ectopic EMT, expansion of EMT markers to ventricles and loss of chamber endocardial identity. Our data overturn the notion that only AVC endocardial cells are “competent” to respond to Bmp2^1^, as ventricular endocardial cells also respond to Bmp2, upregulate EMT drivers and undergo full transformation. Thus, AVC endocardium competence to undergo EMT results from the tightly regulated AVC-restricted Bmp2 signalling, and not from the segregation of EMT-competent and non-competent endocardial cells in the early embryo.

The inability of forced endothelial-endocardial Bmp2 expression to trigger ectopic EMT, and the slight increase in *Bmp2* transcription, suggests that *Tie2*^*Cre*^-driven Bmp2 levels might not reach a threshold required for promoting EMT outside the AVC. Our results show that forced myocardial Bmp2 expression promotes ectopic EMT, but does not alter the timing of valve primordium formation, as indicates the normal EMT drivers expression in the valves of E14.5 *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos.

Bmp2 has been suggested to regulate AVC myocardial patterning through *Tbx2* activation^7^. Hey2 and Tbx20 both directly repress *Tbx2* in chamber myocardium, and confine its expression to the AVC through interaction with Bmp/Smad signalling^10,22,23^. Thus, the expanded expression of *Hey2* and *Tbx20* in E14.5 *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos may explain why *Tbx2* expression does not extend to the ventricles, despite being positively regulated by Bmp2^42^. In addition, *Bmp10* induces *Tbx20* promoter activity in vitro through a conserved Smad1 binding site^43^. We hypothesise that the expanded Smad1/5 expression in *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos could induce *Tbx20* expression in a Smad-dependent manner, and thus repress *Tbx2* in the chambers.

### Proliferative and differentiation-inhibitory effects of Bmp2 gain in the myocardium

The increased cellular proliferation in *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ hearts could seem paradoxical, since Bmp2 is normally expressed in the AVC, which is less proliferative than chamber myocardium^44^. Thus, one would expect that myocardial Bmp2 overexpression would attenuate cardiomyocyte proliferation. However, myocardial Bmp2 overexpression leads to increased and expanded expression of genes promoting cardiomyocyte proliferation, such as *Hey2*, *n-Myc*, *Id2* and *Tbx20*^20,21,32,33^ (Fig. 7). Myocardial Bmp2 overexpression causes a phenotype similar to that caused by myocardial Tbx20 overexpression, which through BMP2/pSmad1/5/8 signalling promotes cardiomyocyte proliferation and maintenance of embryonic characteristics in foetal and adult mouse hearts^45,46^. Therefore, the expanded *Tbx20* expression in *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos may reflect a positive feedback loop by which the expanded Smad1/5 expression in *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos could induce *Tbx20* expression throughout the heart. *Smad4* inactivation with *cTnT*^*Cre*^ leads to a hypocellular myocardial wall, due to reduced ventricular cardiomyocyte proliferation. Expression of the Smad4 target *n-Myc* is downregulated in myocardial *Smad4* mutants, as well as that of n-Myc target genes *Cyclin D1*, *D2* and *Id2*^33^. This negative effect of Bmp signalling loss on cardiomyocyte proliferation is compatible with our data showing the positive effect on cardiomyocyte proliferation of myocardial Bmp2 gain.

**Fig. 7:**
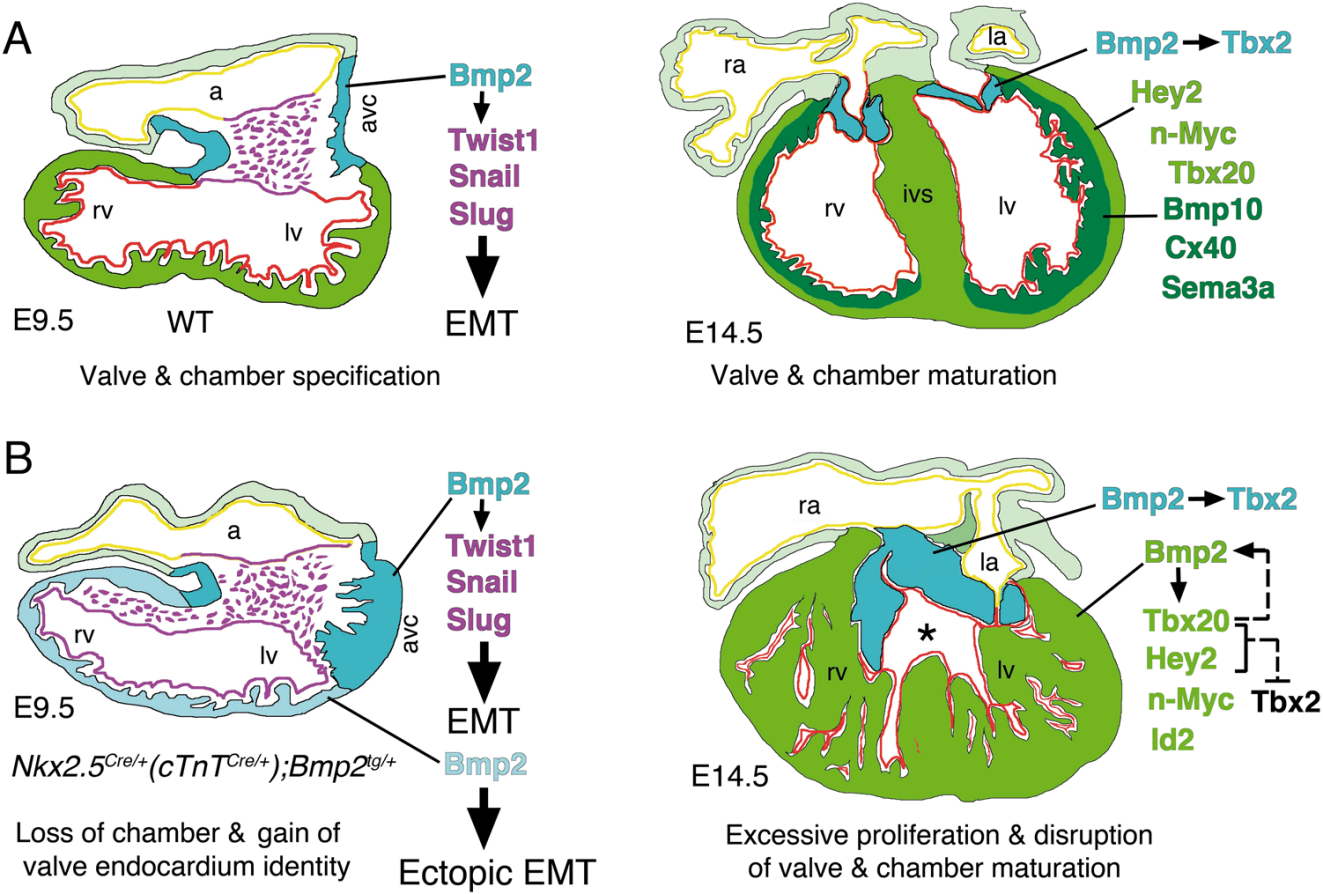
Myocardial Bmp2 gain promotes ectopic EMT, stimulates cardiac proliferation and disrupts ventricular patterning and cardiomyocyte maturation. **a** Left, E9.5 WT heart, chamber (ventricles and atria, green and light green) and non-chamber myocardium (AVC, blue) are specified. Bmp2 expression in AVC myocardium drives EMT via *Twist1*, *Snail* and *Slug* activation in AVC endocardium (purple). The Irx5-positive ventricular endocardium is coloured in red and the atrial endocardium in yellow. Right, E14.5 WT heart, the compacting ventricular myocardium is formed by an outer compact myocardium (Hey2-, n-Myc-positive, light green) and an inner trabecular myocardium (Bmp10-, Cx40-, Sema3a-positive, dark green). Tbx20 is expressed in compact and weakly, in trabecular myocardium. The maturing AVC valves (blue) express Bmp2 and Tbx2. B; left, E9.5 *Nkx2*.*5*^*Cre/+*^(or *cTnT*^*Cre/+*^)*;Bmp2*^*tg/+*^ transgenic heart. Bmp2 is normally expressed in AVC myocardium (blue) and ectopically in ventricular myocardium (light blue), driving Twist1, Snail and Slug expression in the Irx5-negative ventricular endocardium (purple), causing ectopic EMT. *Right*, E14.5 *Nkx2*.*5*^*Cre/+*^(or *cTnT*^*Cre/+*^)*;Bmp2*^*tg/+*^ transgenic heart. Bmp2 is expressed in an expanded AVC valve region (blue) and throughout the ventricles (green), leading to increased and expanded *Tbx20*, *Hey2*, *n-Myc* and *Id2* expression in this tissue. As a consequence, cardiomyocyte proliferation is increased and chamber patterning/maturation is disrupted. The discontinuous arrow represents a potential positive feedback loop between Tbx20 and Bmp2 and the suggested negative regulation of Tbx2 by Tbx20 and Hey2. The asterisk indicates a ventricular septal defect. Abbreviations as in Fig. 1

Structural, marker and gene profiling analyses revealed that increased myocardial proliferation in *Nkx2*.*5*^*Cre/+*^*;Bmp2*^*tg/+*^ embryos is accompanied by defective ventricular chamber maturation, with an expansion of the more primitive and proliferative compact myocardium markers and the downregulation of trabecular markers (Fig. 7). These in vivo data were consistent with our in vitro EB differentiation results showing that constitutive Bmp2 expression stimulates EB proliferation, attenuates cardiac mesoderm specification and prevents cardiomyocyte differentiation. Defective maturation of Bmp2-EBs is reflected in the lack of beating ability, and reduced expression of *Nkx2*.*5*, *Gata4* and *Tbx5*. Addition of BMP2 to the medium after cardiac specification did not affect EB beating but did impair cardiac differentiation. These observations are consistent with those showing that transient BMP signalling inhibition induces cardiomyocyte differentiation of mESC^11^. Thus, our data show that widespread myocardial Bmp2 expression maintains chamber myocardium and early cardiac progenitors in a primitive, proliferative state and identify Bmp2 as a potential factor for the expansion of cardiomyocytes in vitro. Studies in zebrafish show that *bmp2b* overexpression stimulates cardiomyocyte dedifferentiation and proliferation and enhance cardiac regeneration^47^. Likewise, *Tbx20* overexpression in adult cardiomyocytes promotes their proliferation and improves cardiac function after myocardial infarction through the activation of multiple pro-proliferation pathways, including BMP signalling^48^.

## Materials and methods

### Generation of *R26CAGBmp2* transgenic line

See the supplemental experimental procedures.

### Additional mouse lines

The following mouse strains were used: *R26CAGBmp2*^*tg*^ (this report), *Nkx2*.*5*^*Cre*^^12^, *cTnT*^*Cre*^^35^, *Tie2*^*Cre*^^36^ and *BMP2*^*flox*^^49^. For simplicity, *R26CAGBmp2*^*tg/*+^ is abbreviated in the text and figures as *Bmp2*^*tg/+*^. Details of genotyping will be provided upon request. Animal studies were approved by the CNIC Animal Experimentation Ethics Committee and by the Community of Madrid (Ref. PROEX 118/15). All animal procedures conformed to EU Directive 2010/63EU and Recommendation 2007/526/EC regarding the protection of animals used for experimental and other scientific purposes, enforced in Spanish law under Real Decreto 1201/2005.

### ES cell culture, in vitro Cre recombination and EB differentiation

For details see supplemental experimental procedures.

### Immunohistochemistry

For details about antibodies and protocols see supplemental experimental procedures.

### Proliferation analysis and quantification on developing hearts

Cell proliferation in the developing heart was evaluated from BrdU incorporation^50^. For details see supplemental experimental procedures.

### AVC and left ventricle explants

E9.5 WT and transgenic AVCs were harvested in sterile PBS. Left ventricles (lv) were carefully dissected, avoiding contamination with AVC tissue. Explants were placed on collagen gels with the endocardium face down^6^. For details see supplemental experimental procedures.

### Explant culture quantification

For details see supplemental experimental procedures.

### Confocal imaging

Confocal images of E9.5 whole-embryos, stained explants and tissue sections were acquired with a Nikon A1R laser scanning confocal microscope and NIS-Element SD Image Software. Images of stained explants were collected as *z*-stacks. Z-projections and lateral sections were assembled using ImageJ. Images were processed in Adobe Photoshop Creative Suit 5.1.

### RNA-Seq

Hearts of E14.5 WT and *Nkx2*.*5*^*CRE/+*^*; Bmp2*^*tg/+*^ embryos (12 per genotype) were isolated on ice-cold PBS and the atria removed. Tissue was homogenised in Trizol (Invitrogen) using a Tissuelyzer (Qiagen). RNA was pooled into three replicates per genotype. For details see supplemental experimental procedures.

### Accession number

Data are deposited in the NCBI GEO database under accession number GSE100810.

## Electronic supplementary material

Suppl. Information

Suppl. Figure S1

Suppl. Figure S2

Suppl. Figure S3

Suppl. Figure S4

Suppl. Figure S5

Suppl. Figure S6

Suppl. Table S1

Suppl. Table S2

Suppl. Table S3

Suppl. Table S4

Suppl. Table S5

Suppl. File 1

# Supplementary material for: Myocardial Bmp2 gain causes ectopic EMT and promotes cardiomyocyte proliferation and immaturity
**Source:** Cell Death Dis. 2018 Mar 14;9(3):399. doi: 10.1038/s41419-018-0442-z
**Supplement:** Supplementary file 1 — Suppl. Information

**SUPPLEMENTAL INFORMATION**

**Myocardial Bmp2 gain causes ectopic EMT and promotes cardiomyocyte proliferation and immaturity**

Belén Prados, Paula Gómez-Apiñániz, Tania Papoutsi, Guillermo Luxán, Stephane Zaffran, José María Pérez-Pomares & José Luis de la Pompa

^--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------^**SUPPLEMENTAL MATERIALS AND METHODS**

**Generation of *R26CAGBmp2* transgenic line**

Complete cDNA from mouse *Bmp2* was obtained from clone IMAGE 30846365. The sequence was PCR amplified with Phusion High-Fidelity DNA Polymerase (NEB) and primers containing *BamH*I and *Stu*I sites and was cloned into the *BamH*I and *EcoR*V sites of a *pCDNA3.1-IRESeGFP* plamid previously generated by cloning a *Sal*I IRESeGFP fragment into the *Xho*I site of *pCDNA3.1*. We then modified *pCCALL2* (Lobe et al., 1999) by cloning new *Xba*I sites before and after a CAG cassette, which includes a CMV enhancer/*β-actin* promoter and a rabbit β-Globin polyA signal. The PCR *Bmp2-IRESeGFP* fragment was digested with *BamH*I-*Not*I and cloned into the *Bgl*II-*Not*I sites of the modified *pCCALL2*. We obtained the *Xba*I-cassette containing *CAG-loxP-β-Geo-loxP-Bmp2-IRESeGFP* by digestion and cloned into the *Xba*I site of *pROSA26-1* plasmid (Soriano, 1999). The final construct was linearized with *Xho*I and electroporated into G4 mESCs derived from a cross of 129S6/SvEvTac and C57BL/6Ncr mice (Vintersten et al., 2004). After G418 (200 μg/ml) selection for 7 days, 196 clones were picked. Homologous recombination was identified by Southern blot of *EcoR*V-digested DNA and hybridized with 5’ and 3’ probes (Suppl. Figure S1A). About 20% of the clones were positive, and we selected three clones to confirm karyotype. One positive clone was injected into C57/BL6C blastocysts to generate chimaeras that transmitted the transgene to their offspring. The resulting founders were genotyped by PCR of tail genomic DNA samples using primers in the *R26* locus before and after the cloning site and in the polyA signal of the transgene (see Suppl. Fig.1).

**ES cell culture and *in vitro* Cre recombination**

The mouse ESCs used to generate the *R26CAGBmp2* (*Bmp2^tg/+^*) transgenic line were cultured on mytomicin-treated feeder layer of mouse embryonic fibroblast (MEFs) in ES medium containing DMEM-Glutamax (Invitrogen) supplemented with 20% fetal bovine serum (FBS, Linus), 1000 U/ml leukaemia inhibitory factor (LIF), 0.1 mM non-essential aminoacids (NEAA; Invitrogen) and 100 μM β-ME (Sigma). Cells were electroporated wih a *pCMV-CRE* plasmid, and GFP expressing ESC clones were selected as Bmp2-expressing ES cells (Bmp2-ESC). Non-electroporated mESCs were used as control ESCs.

**EB differentiation**

Control or Bmp2-ESCs were cultured for 3 days and dissociated to form EBs by the hanging drop method (Boheler et al., 2005). Hanging drops containing 800 cells were cultured for 3 days in 20 μl differentiation medium (DMEM-Glutamax (Invitrogen) supplemented with 15% fetal bovine serum (FBS, Linus), 1000 U/ml leukaemia inhibitory factor (LIF), 0.1 mM non-essential aminoacids (NEAA; Invitrogen), and 100 μM β-ME (Sigma). EBs were collected and cultured on a non-adherent petri dish for 2 days. EBs were then plated individually on 0.1% gelatin-coated 96-well plates. For Noggin rescue experiments, control and *Bmp2*-ESCs were treated with 0, 150, 250, 500, or 750 ng/ml Noggin (Peprotech) from d-3 to d17 (d0= day of hanging drop formation). At 150 ng/ml, Noggin did not induce detectable changes in Bmp2-expressing EBs, whereas 750 ng/ml Noggin dramatically affected cardiomyocyte differentiation of control EBs (data not shown). At 250 ng/ml, Noggin did not affect control EB size but did reduce both the expression of all markers analysed and beating ability (data not shown). In Bmp2-expressing EBs, 250 ng/ml Noggin significantly reduced EB size at d3 but not at d5, and did not affect marker expression or restore beating ability (data not shown). For treatment with human recombinant BMP2, EBs were cultured in the presence or absence of BMP2 (20ng/ml; R&D) from the day of collection until the end of the experiment (d3-d17). Samples were collected for posterior processing at d0 (ESCs) and d3, d5, d7, d10, d14, and d17 (EBs).

**ELISA**

Medium was collected from control or *Bmp2*-ESCs after 24 h in culture. Bmp2 released from *Bmp2*-ESCs was measured using the human BMP2 ELISA construction kit (Antigenix America Inc.).

**EB diameter quantification**

We used a Nikon SMZ800N scope and NIS-Element SD Image Software to capture at least 3 images of petri dishes containing EBs in suspension at d3 and d5. Mean EB diameter in each condition was calculated measured using Image J software (<https://imagej.nih.gov/ij/> ) from 10 EBs per picture. Statistical comparisons were made by one-way ANOVA test, followed by a Bonferroni post-test. Data are presented as means ± SD. Differences were considered statistically significant at *P* <0.05.

**Proliferation analysis and quantification on EB sections**

EBs at d3 or d5 were either fixed in 4% paraformaldehyde (PFA) directly or after treatment in suspension for 30 min with BrdU (100 μg/ml). Fixed EBs were paraffin embedded and sectioned, and sections were stained with anti-BrdU monoclonal antibody (1:100; Sigma, Ref: B2531) or anti-phospho-histone H3, PH3 (1:100; Upstate; 06-570). Signal was detected with DAB. Proliferation index was calculated as the ratio of PH3- or BrdU-positive nuclei to total cell number counted on non-consecutive sections (≥ 3) of 4 EBs per genotype using Image J. Statistical analyses were performed using unpaired two-tailed t-test. Data are presented as means ± SD. Differences were considered statistically significant at *P* <0.05.

**Quantitative RT-PCR analysis of EBs**

RNA from EBs was purified by Direct-Zol RNA miniprep (Zymo). RNA was pooled to form 3 replicates (d3, 90 EBs; d5, 60 EBs; d7, 12 wells of 96-well plated EBs; d10 and d14, 8 wells of 96-well plated EBs). First-strand cDNA were synthesized with the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) using 0.5 μg total RNA per reaction. qPCR was performed with Power SYBR Green Master Mix (Applied Biosystems, 4367659). Primers were purchased from KiCqStartTM Primers (Sigma) and are detailed on Supplemental Table 5. A minimum of 2 experiments were performed, with triplicate samples in each experiment.

**Scanning electron microscopy**

Mouse E14.5 hearts were dissected in PBS, fixed in 4% PFA, 1% glutaraldehyde in PBS, and postfixed in 1% OsO_4_ for 90 min at 4ºC. Hearts were then dehydrated and embedded in Durcupan epoxy resin (Sigma). Ultrathin sections (60 μm) were obtained in a Leica microtome. Sections were contrasted with 2% uranyl acetate and Reynolds lead. Ultrastructure images were acquired with a Gatan Orius200 SC digital camera fitted to a Jeol Jem 1010 Transmission Electronic Microscope.

**Histology and *in situ* hybridization**

Hematoxylin/eosin (H&E) staining was performed according to standard protocols. *In situ* hybridization (ISH) and whole-mount *in situ* hybridization (WISH) were performed as described (de la Pompa et al., 1997; Kanzler et al., 1998). Details of probes will be provided on request.

**Immunohistochemistry**

Paraffin-embedded 7 μm sections of embryonic hearts were citrate-unmasked and stained with the following primary antibodies: P-Smad 1/5 (1:100; 9516, Cell Signaling Technology), MEF20 (1:100, DHFB), Periostin (1:100, Novus Biologicals), Snail1 hybridoma supernatant (1:100, (Franci et al., 2006)), Sox9 (1:100, Santa Cruz Biotechnology, sc-20095), anti-alpha smooth muscle actin (sma)-cy3 (1:200, Sigma Aldrich) and IsolectinB4-AlexaFluor-647 (1:200, ThermoFisher Scientific). Secondary antibodies were as follows: anti-rabbit HRP-coupled secondary antibody (P0448, DakoCytomation; 1:100) or anti-mouse HRP-coupled secondary antibody (P0447, DakoCytomation; 1:100). The signal was tyramide signal amplified (TSA) with coupling to Cy3 (NEL744, Perkin Elmer; 1:100) or fluorescein ((NEL744 or NEL741 Perkin Elmer; 1:100). MF20 was detected with goat-anti-mouse-AlexaFluor488 (1:200, ThermoFisher Scientific). Stained tissue sections were analysed with an Olympus BX51 microscope linked to a Nikon DP71 camera and CellA controller software. Images were processed in Adobe Photoshop Creative Suit 5.1

**pSmad staining quantification**

Staining for pSmad 1/5, MF 20, and isolectinB4 (see above) was quantified in sections from wild type and mutant E14.5 hearts. Total cells and pSmad-positive cells in the AVC, endocardium, and myocardium were counted on non-consecutive sections (≥ 3) from 3 embryos of each genotype using ImageJ software. The pSmad activation index was calculated as the ratio of pSmad-positive nuclei to the total number of nuclei (DAPI positive).

**Total area and total cell number quantification**

Total area of different heart compartments was quantified from images of wild type and mutant hearts stained with pSmad 1/5, MF 20, and isolectinB4 (see above). The area occupied by AVC, trabecular and compact myocardium were measured on non-consecutive sections (≥ 3) in 3 embryos of each genotype using ImageJ. AVC and the left and right ventricles were analysed separately. For each measurement, settings were kept constant. Area measurements were taken in each region and the mean was expressed in μm^2^. The total number of cells (DAPI-positive) in the AVC, endocardium, and myocardium were counted on non-consecutive sections (≥ 3) in the same 3 embryos of each genotype using ImageJ.

**Proliferation analysis and quantification on developing hearts**

Cell proliferation in the developing heart was evaluated from BrdU incorporation (Del Monte et al., 2011). BrdU was detected by staining with a mouse anti-BrdU monoclonal antibody (see proliferation analysis on EBs sections above) followed by anti-mouse-biotinilated secondary antibody (Biotin-SP-AffiniPure F(ab')2 Fragment Goat Anti-Mouse IgG, Jackson ImmunoResearch). The signal was tyramide signal amplified (TSA) with coupling to Cy3 (see above). Sections were then stained with MF 20, and isolectinB4 (see above). Total cells (DAPI) and BrdU-positive cells in the myocardium, in the mesenchyme or in the endocardium of developing hearts were counted on non-consecutive sections (≥ 3) in 3 embryos of each genotype using Image J. Statistical analyses were performed using unpaired two-tailed *t*-test. Data are presented as means ± SD. Differences were considered statistically significant at *P* <0.05.

**AVC and left ventricle explants**

Explants were allowed to attach for o/n at 37ºC, 5%CO_2_ and maintained in culture for 3 days (AVC) or 4 days (lv). All explants were fixed and stained with phalloidin-FITC (1:100, Sigma) to reveal the cytoskeleton, with an antibody to α-smooth muscle actin (α-SMA-Cy3; 1:100, Sigma) to detect mesenchymal cells and anti-Cdh5 to detect endothelial cells (1:100, BD Pharmingen). Explants were then mounted on excavated slides with Vectashield medium containing DAPI.

**Explant culture quantification**

The transformation index of the AVC and ventricular explants was calculated as the ratio of the number of cells scattering (2D migration) or invading the collagen gel (3D migration) to the total number of cells (2D migrating cells + 3D migrating cells + endocardial cells)

2D Transformation Index = 2D / (2D + 3D + endocardial cells)

3D Transformation Index = 3D / (2D + 3D + endocardial cells)

Cell number was determined by counting nuclei in the DAPI z-stack, distinguishing between 2D migrating cells, 3D migrating cells, and endocardial cells. At least 8 explants were assayed per genotype and condition. Data are presented as means + SD. Statistical comparisons were made by unpaired two-tailed t-test to assess differences between two groups. Differences were considered statistically significant at *P*<0.05.

**Quantification of coronary vessels**

An estimation of the number of intramyocardial coronary vessels per ventricle was obtained from the quantification of the number of *Fabp4*-expressing vessels in E14.5 wild type and transgenic hearts, counted in non-consecutive sections (≥ 3) in 4 embryos of each genotype, using ImageJ. Statistical analyses were performed using unpaired two-tailed *t*-test. Data are presented as means ± SD. Differences were considered statistically significant at *P* <0.05.

**RNA-Seq**

RNA was prepared using the standard Illumina TrueSeq RNASeq library preparation kit. Libraries were sequenced in a GAIIx Illumina sequencer using a 75bp single end elongation protocol. Sequenced reads were QC and pre-processed using cutadapt v1.6 (Martin, 2011) to remove adaptor contaminants. We excluded one WT sample because it did not cluster well with the rest of the WT samples. 

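Among the 5 libraries that were kept, the WT pools were the most alike. The correlation of their log2 values across genes was 0.992, against 0.988 to 0.99 between transgenic pools and 0.982 to 0.987 between pools of different genotypes; genes are not independent replicates. A chi-square of the recovered reads, with 1 per gene for sampling noise alone, came to 2.26 per gene between the WT pools and to 3.52 to 4.12 between transgenic pools. Every pair of libraries differed by more than read sampling alone gives, so none was taken for a repeat of the same library; this compares counting error only. Each pool was counted as 1 replicate because the authors describe separate pools. The excluded WT pool was not analysed here.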

For details of RNA-seq data analysis see Supplemental File 1. 

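RSEM shares reads that match several genes among them, and its estimates need not be whole, but the deposited values came from whole numbers. Whether these are rounded estimates was not tested. In 19 groups of identifiers, 42 in all and up to 6 in a group, the values were identical in all 5 libraries. Genes that resemble another gene are uncertain in such values. *Tpm3* (chromosome 3 of GRCm38, 90072649 to 90100902) fell from 182 ± 1.90 CPM (SD, n = 2 pools) in WT to 141.5 ± 0.939 CPM (SD, n = 3 pools) in transgenic hearts, while its related sequence *Tpm3-rs7* (chromosome 14, 113314608 to 113316713) was at 0 and 0.402 CPM in WT pools and at 39.8, 39.1 and 44.8 CPM in transgenic pools. The sum of both was 182.2 ± 2.18 CPM (SD, n = 2) in WT and 182.7 ± 2.68 CPM (SD, n = 3) in transgenic hearts, a difference within the spread between pools.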

Resulting reads were aligned and gene expression quantified using RSEM v1.2.3 (Li and Dewey, 2011) over mouse reference GRCm38 and Ensembl genebuild 70. 

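On the recovered reads, with the library sizes implied by the deposited CPM and a dispersion estimated for each gene, edgeR's exact test called 485 genes at a Benjamini-Hochberg adjusted p at or under 0.05, of which 197 were higher and 288 lower in transgenic hearts. edgeR's quasi-likelihood test on the same reads called 398 genes. Across the 406 genes of Suppl. File 1, the logarithms of the exact test's p-values and of the paper's p-values had a Pearson correlation of 0.995, and the log2 fold changes differed by a median of 0.00019; genes are not independent replicates.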

Gene differential expression was analysed using the EdgeR R package (Robinson et al., 2010). 

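Without adjustment, 2275 of the 12857 genes had a limma p under 0.05. The adjusted threshold of 0.05 kept genes whose log2 fold change was at least 0.22 in size, against a median standard error of 0.09 over all genes.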

Genes showing altered expression with adjusted *P* value <0.05 were considered to be differentially expressed. For the set of differentially expressed genes, a functional analysis was performed using Ingenuity Pathway Analysis Software and DAVID (Huang da et al., 2009), and some of the enriched processes were selected according to relevant criteria related to the biological process studied. Unsupervised hierarchical clustering with Genesis Software (Sturn et al., 2002) was used to group genes according to the similarity of their expression profiles. Using the new R visualization package GOPlot (Walter et al., 2015), a chord plot (van de Weijer et al., 2012) was generated to better visualize the relationships between genes and the selected enriched processes.

**Quantitative RT-PCR of E9.5 and E14.5 hearts**

First-strand cDNAs were synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems); each reaction was conducted with 0.5 μg total RNA pooled into 3 replicates per genotype (see RNAseq). For E9.5, hearts were isolated on ice-cold PBS and pooled into 3 replicates (4 embryos per genotype). Hearts of E14.5 WT and *Tie2^CRE/+;^ Bmp2^tg/+^* embryos (3 per genotype) were isolated on ice-cold PBS. Tissue was homogenized as in RNA-seq section. Quantitative PCR was performed with Power SYBR Green Master Mix (Applied Biosystems, 4367659). Primers are listed in Supplemental Table 5. The rest of the primers used (KiCqStartTM primers) were purchased from Sigma. Experiments were performed with triplicate samples. Statistical analyses were performed using unpaired two-tailed t-test to assess differences between two groups. Data are presented as mean ± SD. A *P* value of <0.05 was considered significant.

**SUPPL. FIGURE LEGENDS**

**Suppl. Figure S1. Gene targeting strategy and morphological characterization of *Nkx2.5^Cre/+^;Bmp2^tg/+^* hearts. A,** *Left*, Gene targeting strategy in mouse G4 ESCs. The CAG cassette and a floxed *β-Geo*-STOP cassette followed by the *Bmp2* cDNA and an IRES-*eGFP* were targeted into the *Rosa26* locus. The blue arrows indicate the position of the PCR primers used for genotyping. *Right*, Positive ESC clones analysed by Southern blot of *EcoR*V-digested genomic DNA using 5’ and 3’ probes that identify a 5.4Kb and a 15.6Kb transgenic bands, respectively. **B**, H&E staining of transverse sections of E9.5, E12.5 and E14.5 WT and *Nkx2.5^Cre/+^;Bmp2^tg/+^* hearts, showing general views and details of the atrio-ventricular canal (avc) and left ventricle (lv) at E9.5, the right ventricle (rv) and interventricular septum (ivs) at E12.5, and the right ventricle (rv) and aortic valve (av) at E14.5. Arrowheads point to mesenchymal cells in the avc or av of the E9.5 and E14.5 WT heart, respectively, to the ectopic mesenchymal cells in the rv of the E9.5 *Nkx2.5^Cre/+^;Bmp2^tg/+^* heart, and to the enlarged av region of the E14.5 *Nkx2.5^Cre/+^;Bmp2^tg/+^* heart. Arrows indicate the normal trabeculae in the E12.5 and E14.5 WT hearts and the dysmorphic trabeculae in *Nkx2.5^Cre/+^;Bmp2^tg/+^* hearts. Scale bar, 200 μm. **C**, transmission electron microscopy (TEM) images of E14.5 WT ventricular trabeculae, showing loosely organized cardiomyocytes (arrowheads) overlaid by flattened endocardial cells (arrows). **D**, TEM images of E14.5 *Nkx2.5^Cre/+^;Bmp2^tg/+^* trabeculae packed with cardiomyocytes (arrowheads) and overlaid by rounded endocardial cells (arrows). Detailed views show the well-organized Z band structure in the WT sarcomere (**C’-C’’**, white arrowheads) and the less organized structure in the *Nkx2.5^Cre/+^;Bmp2^tg/+^* sarcomere (**D’-D’’**, white arrowheads).

**Suppl. Figure S2. Myocardial *Bmp2* expression rescues the AVC specification defect in *Bmp2*-deficient mice. A**, qRT-PCR analysis in E14.5 WT and *Nkx2.5^Cre/+^;Bmp2^tg/+^* hearts. **B,** *Top*, Whole-mount view of the heart in control (*Bmp2^flox/flox^*), *Nkx2.5^Cre/+^;Bmp2^flox/flox^*, *Nkx2.5^Cre/+^;Bmp2^tg/+^*;*Bmp2^flox/flox^*, and *Nkx2.5^Cre/+^;Bmp2^tg/+^* E9.5 embryos. The brackets demarcate the AVC canal that is missing in the *Nkx2.5^Cre/+^;Bmp2^flox/flox^* mutants (arrowhead). *Middle*, H&E staining of transverse sections as in **A**. Black and white arrowheads point to mesenchyme cells in the AVC and ventricles, respectively. *Bottom*, ISH showing *Bmp2* expression in the AVC of the various genotypes (arrowheads). **C**, H&E staining and *Bmp2* ISH in control (*Bmp2^flox/flox^*) and *Nkx2.5^Cre/+^;Bmp2^tg/+^*;*Bmp2^flox/flox^* E14.5 hearts. Scale bars, 200 μm. Abbreviations as in Suppl. Figure S1; tv, tricuspid valve; mv, mitral valve. **D**, qRT-PCR analysis of EMT drivers and patterning genes in E9.5 WT and *Nkx2.5^Cre/+^;Bmp2^tg/+^* hearts.

**Suppl. Figure S3. Regionalized expression of EMT drivers and ECM components and increased proliferation in E14.5 *Nkx2.5^Cre/+^;Bmp2^tg/+^* hearts. A,** Snail, *Slug*, *Twist1*, Sox9, *Has2*, *Tgfβ2* and periostin expression demarcates the expanded valve territory in *Nkx2.5^Cre/+^;Bmp2^tg/+^* hearts. Snail, Sox9 (red) and periostin (green) are immunostainings, the rest are ISH. Nuclei were counterstained with DAPI (blue) in immunostainings. Arrowheads point to the valve mesenchyme. Abbreviations as in Suppl. Figure S1. mv, mitral valve; tv, tricuspid valve. **B**, BrdU incorporation analysis in E14.5 WT and transgenic heart sections. Arrowheads and arrows mark BrdU-positive (red) mesenchyme and myocardial nuclei, respectively. Nuclei are counterstained with DAPI (blue). AV, aortic valve; LV, left ventricle. Scale bars, 200 μm. **C**, Proliferation index in E12.5 WT and transgenic hearts (in which the various cell types have been specifically labelled, see Figure 4B) and E14.5 WT and transgenic hearts.

**Suppl. Figure S4. Reduced coronary vessels markers expression in *Nkx2.5^Cre/+^;Bmp2^tg/+^*** **embryos.** ISH of the coronary artery markers *Dll4* (**A,B**), *Hey1* (**C,D**), and *Cxcr4* (**E,F**) and of the pan-coronary marker *Fabp4* (**G,H**). Arrowheads point to developing coronary vessels. Scale bars, 200 μm. **I**, quantification of the number of *Fabp4*-positive coronary vessels in WT and transgenic embryos.

**Suppl. Figure S5. Ectopic Bmp2 expression in myocardium, but not endocardium, disrupts cardiogenesis. A**, *left*, Parasagittal sections of H&E-stained E10.5 WT and *cTnT^Cre/+^;Bmp2^tg/+^* hearts. Detailed views of the AVC are shown in the lower panels. Black arrowheads point to mesenchyme cells in the AVC. White arrowheads point to ectopic mesenchyme cells beneath the endocardium of the left ventricle. *Right*, Transverse sections of H&E-stained hearts of the same genotypes. Detailed views of the AVC and RV are shown in the lower panels. Note the presence of ectopic mesenchyme cells in the right ventricle (white arrowheads). **B-D**, Transverse sections of E14.5 WT and *cTnT^Cre/+^;Bmp2^tg/+^* hearts. **B**, *Left*, H&E staining. Severe dysmorphogenesis in the *cTnT^Cre/+^;Bmp2^tg/+^* heart includes a ventricular septum defect (asterisk), thin compact myocardium, and persistent trabeculae. *Right*, *Bmp2* ISH, showing expression in the AVC region of both genotypes (arrowheads) and more widespread expression in the transgenic heart (arrows). **C**, *Left*, *Tbx20* ISH, showing markedly increased *Tbx20* transcription in ventricles and atria. *Right*, *Hey2* ISH, showing expression in WT compact myocardium (arrow) and valve endocardium (arrowheads); *cTnT^Cre/+^;Bmp2^tg/+^* hearts show expansion to trabeculae (arrows) and relatively normal expression in valves (arrowheads). **D**, *Top left*, *Cx40* is expressed in WT developing coronaries (arrowheads) and trabeculae (arrow) and is markedly reduced in *cTnT^Cre/+^;Bmp2^tg/+^* hearts. *Top right*, *Bmp10* expression in WT trabecular myocardium (arrows) is attenuated in transgenic embryos, especially in the right ventricle. *Bottom left*, *Tbx2* is expressed in the AVC region (arrowheads), which is enlarged in the *cTnT^Cre/+^;Bmp2^tg/+^* heart (arrowheads). *Bottom right*, *Cx43* transcription is unaffected in transgenic embryos. **E**, *Left*, H&E stained parasagittal sections of E10.5 WT and *Tie2^Cre/+^;Bmp2^tg/+^* hearts. *Right*, H&E stained transverse sections of E10.5 hearts of the same genotypes. Chambers and valve territories appear normal. Scale bars, 200 μm.

**Suppl. Figure S6. qRT-PCR analysis in E14.5 *Tie2^Cre/+^;Bmp2^tg/+^* hearts and increased proliferation and defective cardiac differentiation of *Bmp2*-expressing EBs. A,** Quantitative gene expression analysis (qRT-PCR) in E14.5 WT and *Tie2^Cre/+^;Bmp2^tg/+^* hearts. **B**, *Top*, *GFP* expression in Bmp2-expressing ESC (Bmp2-ESCs) after *in vitro* Cre-mediated deletion of the floxed *βGeo-STOP* cassette. *Bottom*, PCR from various ESC clones using primers targeting the *CAG* cassette and *Bmp2* sequence (blue arrows), identifying a 280-bp band after deletion of the floxed *βGeo-STOP* cassette. Positive clones express *Bmp2* and *GFP*. **C,** ELISA showing a 3.5-fold increase Bmp2 in *Bmp2*-ESC culture medium vs. control ESCs. **D,** Morphology of control and Bmp2-EBs expressing *GFP* in suspension at d5, or plated at d7 of cardiac differentiation. **E,** BrdU immunostaining of EBs at d3, showing more BrdU-positive cells in the *Bmp2*-EBs. Scale bar, 100μm. The proliferation index was calculated as the ratio of BrdU-positive cells to the total cell number. ***P*<0.01, *t* test. **F,** qRT-PCR of *GFP* and *Bmp2* and cardiac differentiation markers (*α-Mhc*, *β-Mhc*, *Mlc2a*, *Mlc2v*) not expressed in *Bmp2*-EBs, while *Smad6* is markedly increased. Control EBs (red), *Bmp2*-EBs (green). **G**, qRT-PCR of the specification marker *Mesp1*, the late differentiation markers *β-Mhc*, *Mlc2a* and *Mlc2v* in control EBs (C, red) and human recombinant BMP2-treated EBs (+BMP2, green). Scale bars, 200 μm in B and D, and 100 μm in C.

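The list holds 151 genes on the sheet of upregulated genes and 255 on the sheet of downregulated genes, each with the Ensembl identifier, position, reads and normalized values of the 5 libraries, and the authors' fold change and p-values. All 406 identifiers were found among the 12857 genes with deposited values (3.16% of them). For all 406 the recovered reads equalled the listed reads in every library. The recovery was started from a listed gene's value and reads, so this match is not fully independent. Of the 406 genes, 405 changed in the listed direction and 293 also had a limma adjusted p at or under 0.05: 112 of the upregulated and 181 of the downregulated. The other 113 had limma adjusted p-values up to 0.108. Adjusted over the list alone, all 406 were at or under 0.05, which is not independent evidence because the list was made from these libraries. In the list, 404 genes are annotated as protein-coding. The ratio of a gene's p-value to its adjusted p-value gives its rank among the genes tested, and the paper's values place the last listed gene at rank 487, so that 81 of the ranks up to it are not taken by listed genes.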

**Supplementary File 1.** Excell file containing the list of dysregulated genes identified by RNA-seq analysis (sheet one, upregulated genes; sheet two, downregulated genes).

**SUPPLEMENTARY TABLES LEGENDS**

**Supplementary Table S1.** Lethality phase of *Nkx2.5^Cre/+^;Bmp2^tg/+^* embryos.

**Supplementary Table S2.** Rescue of *Nkx2.5^Cre^; Bmp2^flox/flox^* lethality by *Bmp2^tg^*.

**Supplementary Table S3.** Lethality phase of *cTnT^Cre/+^;Bmp2^tg/+^* embryos.

**Supplementary Table S4.** *Tie2^Cre/+^;Bmp2^tg/+^* embryos survive to adulthood.

**Supplementary Table S5.** List of primers used for qRT-PCR. The following mouse KiCqStartTM primers were purchased from Sigma: *Brachyury (T), Mesp1, Bmp2, Id1, Id2, Id3, Tbx5, Gata4, Tnn2, Smad6, Has2, Hand1, Hand2, Nppa, Gja1, Tbx2, Twist1, Snai1, Slug, Cdh5, Smad6* and *Tgfβ2.*

**References**

Boheler, K.R., Crider, D.G., Tarasova, Y., and Maltsev, V.A. (2005). Cardiomyocytes derived from embryonic stem cells. Methods Mol Med *108*, 417-435.

de la Pompa, J.L., Wakeham, A., Correia, K.M., Samper, E., Brown, S., Aguilera, R.J., Nakano, T., Honjo, T., Mak, T.W., Rossant, J.*, et al.* (1997). Conservation of the Notch signalling pathway in mammalian neurogenesis. Development *124*, 1139-1148.

Del Monte, G., Casanova, J.C., Guadix, J.A., Macgrogan, D., Burch, J.B., Perez-Pomares, J.M., and de la Pompa, J.L. (2011). Differential Notch Signaling in the Epicardium Is Required for Cardiac Inflow Development and Coronary Vessel Morphogenesis. Circ Res *108*, 824-836.

Franci, C., Takkunen, M., Dave, N., Alameda, F., Gomez, S., Rodriguez, R., Escriva, M., Montserrat-Sentis, B., Baro, T., Garrido, M.*, et al.* (2006). Expression of Snail protein in tumor-stroma interface. Oncogene *25*, 5134-5144.

Huang da, W., Sherman, B.T., and Lempicki, R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc *4*, 44-57.

Kanzler, B., Kuschert, S.J., Liu, Y.H., and Mallo, M. (1998). Hoxa-2 restricts the chondrogenic domain and inhibits bone formation during development of the branchial area. Development *125*, 2587-2597.

Li, B., and Dewey, C.N. (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC bioinformatics *12*, 323.

Lobe, C.G., Koop, K.E., Kreppner, W., Lomeli, H., Gertsenstein, M., and Nagy, A. (1999). Z/AP, a double reporter for cre-mediated recombination. Dev Biol *208*, 281-292.

Martin, M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnetjournal *17*, 10-12.

Robinson, M.D., McCarthy, D.J., and Smyth, G.K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics (Oxford, England) *26*, 139-140.

Soriano, P. (1999). Generalized lacZ expression with the ROSA26 Cre reporter strain. Nature genetics *21*, 70-71.

Sturn, A., Quackenbush, J., and Trajanoski, Z. (2002). Genesis: cluster analysis of microarray data. Bioinformatics (Oxford, England) *18*, 207-208.

van de Weijer, T., van Ewijk, P.A., Zandbergen, H.R., Slenter, J.M., Kessels, A.G., Wildberger, J.E., Hesselink, M.K., Schrauwen, P., Schrauwen-Hinderling, V.B., and Kooi, M.E. (2012). Geometrical models for cardiac MRI in rodents: comparison of quantification of left ventricular volumes and function by various geometrical models with a full-volume MRI data set in rodents. American journal of physiology Heart and circulatory physiology *302*, H709-715.

Vintersten, K., Monetti, C., Gertsenstein, M., Zhang, P., Laszlo, L., Biechele, S., and Nagy, A. (2004). Mouse in red: red fluorescent protein expression in mouse ES cells, embryos, and adult animals. Genesis *40*, 241-246.

Walter, W., Sanchez-Cabo, F., and Ricote, M. (2015). GOplot: an R package for visually combining expression data with functional analysis. Bioinformatics (Oxford, England) *31*, 2912-2914.

# Supplementary material for: Myocardial Bmp2 gain causes ectopic EMT and promotes cardiomyocyte proliferation and immaturity
**Source:** Cell Death Dis. 2018 Mar 14;9(3):399. doi: 10.1038/s41419-018-0442-z
**Supplement:** Supplementary file 8 — Suppl. Table S1

**Supplemental Table S1:** Lethality phase of *Nkx2.5^Cre/+^;Bmp2^tg/+^* embryos. Genotypes obtained after breeding males *Bmp2^tg/+^* with *Nkx2.5^Cre/Cre^* females

|  | Number of embryos | *Nkx2.5^Cre/+^;Bmp2^tg/+^* | *Nkx2.5^Cre/+;^Bmp2^+/+^* |
| --- | --- | --- | --- |
| E9.5 | 135 | 72 (53.3%) | 63 (46.6%) |
| E10.5 | 62 | 33 (53.22%) | 29 (46.77%) |
| E12.5 | 40 | 17 (42.5%) | 23(57.5%) |
| E14.5 | 68 ^*(2,94%)^ | 32 (47.05%) | 34 (50%) |
| E15.5 | 71 ^*12 (16,90%)^ | 16 (22.53%) | 43 (60.56%) |
| E16.5 | 7 ^*3 (42,85%)^ | 0 (0%) | 4 (57.14%) |
| Total | 383 ^*15 (3,91%)^ | 170 (44.38%) | 196 (51.17%) |

* necrotic

# Supplementary material for: Myocardial Bmp2 gain causes ectopic EMT and promotes cardiomyocyte proliferation and immaturity
**Source:** Cell Death Dis. 2018 Mar 14;9(3):399. doi: 10.1038/s41419-018-0442-z
**Supplement:** Supplementary file 9 — Suppl. Table S2

**Supplemental Table S2:** Rescue of *Nkx2.5^Cre^; Bmp2^flox/flox^* lethality by *Bmp2^tg.^* Genotypes obtained after breeding *Nkx2.5^Cre/Cre^;Bmp2^flox/+^* males with *Bmp2^tg/+^;Bmp2^flox/flox^* females.

|  | Number of embryos  ^*necrotic^  ^#resorptions^ | *Nkx2.5^Cre/+^;*  *Bmp2^+/+^;*  *Bmp2^flox/+^* | *Nkx2.5^Cre/+^;*  *Bmp2^tg/+^;*  *Bmp2^flox/flox^* | *Nkx2.5^Cre/+^;*  *Bmp2^+/+^;*  *Bmp2^flox/flox^* | *Nkx2.5^Cre/+^;*  *Bmp2^tg/+^;*  *Bmp2^+/+^* |
| --- | --- | --- | --- | --- | --- |
| E9.5 | 58^* 2 (3.63%); #3 (5,17%)^ | 9 (15.51%) | 14 (24.13%) | 14 (24.13%) | 16 (27.58%) |
| E11.5 | 41^*12 (29.26%); #8 (19,51%)^ | 12 (29.26%) | 1(2.43%) | 0 (0%) | 8 (19.51%) |
| E12.5 | 16^*4 (25%); #4 (25%)^ | 3 (18.75%) | 3 (18.75%) | 0 (0%) | 2 (12.5%) |
| E14.5 | 38^*6 (15.78%); #8 (21,05%)^ | 8 (21.91%) | 5 (13.15%) | 0 (0%) | 11 (28.94%) |
| total | 153^*24 (15.68%); #23 (25,03%)^ | 32 (20.91%) | 23 (15.03%) | 14 (9.15%) | 37 (24.18%) |

# Supplementary material for: Myocardial Bmp2 gain causes ectopic EMT and promotes cardiomyocyte proliferation and immaturity
**Source:** Cell Death Dis. 2018 Mar 14;9(3):399. doi: 10.1038/s41419-018-0442-z
**Supplement:** Supplementary file 10 — Suppl. Table S3

**Supplemental Table S3:** Lethality phase of *cTnT^Cre/+^;Bmp2^tg/+^* embryos. Genotypes obtained after breeding males *cTnT^Cre/+^ with* female*s Bmp2^tg/+^ .*

|  | Number of embryos  ^*necrotic^ | *cTnT^Cre/+^;*  *Bmp2^tg/+^* | *cTnT^+/+^;*  *Bmp2^tg/+^* | *cTnT^Cre/+^;*  *Bmp2^+/+^* | *cTnT^+/+^;*  *Bmp2^+/+^* |
| --- | --- | --- | --- | --- | --- |
| E9.5 | 33 | 7 (21.21%) | 7 (21.21%) | 8 (24.24%) | 11 (33.33%) |
| E10.5 | 33 | 11 (33.33%) | 12 (36.36%) | 6 (18.18%) | 4 (12.12%) |
| E14.5 | 43 | 10 (23.25%) | 11 (25.58%) | 9 (20.93%) | 13 (30.23%) |
| E15.5 | 51  ^*4 (7.84%)^ | 13 (25.49%) | 11 (21.56%) | 11 (21.56%) | 12 (23.52%) |
| E16.5 | 65  ^*5 (7.69%)^ | 12 (18.46%) | 16 (24.61%) | 18 (27,69%) | 14 (21,53%) |
| E17.5 | 48  ^*2 (4,16%)^ | 8 (16,66%) | 13 (27%) | 16 (33,33%) | 9 (18,75%) |
| Total | 273  ^*11 (4,02%)^ | 61 (22,34%) | 70 (25,64%) | 68 (24,90%) | 63 (23,07%) |

# Supplementary material for: Myocardial Bmp2 gain causes ectopic EMT and promotes cardiomyocyte proliferation and immaturity
**Source:** Cell Death Dis. 2018 Mar 14;9(3):399. doi: 10.1038/s41419-018-0442-z
**Supplement:** Supplementary file 11 — Suppl. Table S4

|  | Number of embryos | *Tie2^Cre/+^;Bmp2^tg/+^* | *Tie2^Cre/+^;Bmp2^+/+^* |
| --- | --- | --- | --- |
| E9.5 | 36 | 19 (52.77%) | 17 (47.23%) |
| E10.5 | 30 | 14 (46.67%) | 16 (53.33%) |
| E11.5 | 28 | 13 (46.66%) | 15 (53.34%) |
| E14.5 | 17 | 9 (52.94%) | 8 (47.05%) |
| P21 | 26 | 12 (46.16%) | 14 (53.84) |
| total | 126 | 61 (48.4%) | 65 (51.58%) |

**Supplemental Table S4:** *Tie2^Cre/+^;Bmp2^tg/+^* viability table. Genotypes obtained after breeding *Bmp2^tg/+^* males with *Tie2^Cre/Cre^* females

# Supplementary material for: Myocardial Bmp2 gain causes ectopic EMT and promotes cardiomyocyte proliferation and immaturity
**Source:** Cell Death Dis. 2018 Mar 14;9(3):399. doi: 10.1038/s41419-018-0442-z
**Supplement:** Supplementary file 12 — Suppl. Table S5

**Supplemental Table S5:** list of primers used for qRT-PCR

| **Name** | **Forward primer 5’-3’** | **Reverse primer 5’-3’** |
| --- | --- | --- |
| *Actin* | ATCTTCCGCCTTAATACT | GCCTTCATACATCAAGTT |
| *Gapdh* | AACTTTGGCATTGTGGAAGG | ACACATTGGGGGTAGGAACA |
| *GFP* | TCGTGACCACCCTGACCTAC | TCTTGTAGTTGCCGTCGTCCT |
| *Gusb* | ACTCCTACTGAACATGCGA | ATAAGACGCATCAGAAGCCG |
| *n-Myc* | GGAAGTTCACACCTAAGT | AGTTATGTATCAGCGTCAT |
| *Hey1* | CTCTGCCTTCTCATTCATT | TAGTCACAACACATCAATACA |
| *Nkx2.5* | GGCTTGTCCAGCTCCACT | CATTTTACCCGGGAGCCTAC |
| *Bmp10* | ACCAAGCTGAGGACACCGGAAGG | CTTCGTGGGCACACAGCAGGCTTT |
| *MyL2* | TGGGTAATGATGTGGACCAA | CTCACACTCTTCGGGGAGAA |
| *Myh6* | CTTCATCCATGGCCAATTCT | GCGCATTGAGTTCAAGAAGA |
| *Myh7* | GAGCCTTGGATTCTCAAACG | GTGGCTCCGAGAAAGGAAG |
| *EphB2* | CGGACTACACCAGCTTTAAC | GCGCATTGAGTTCAAGAAGA |
| *Gja5* | AGCAACATACCAGATAGA | TGTCACTATGGTAGCCCTGAG |

How the deposited data were processed for this re-analysis (not part of the article)

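RNA-seq values of E14.5 hearts, with the atria removed, were analysed for 3 pools of *Nkx2.5* Cre/+*;Bmp2* tg/+ hearts and 2 pools of WT hearts. The authors prepared the libraries with an Illumina kit, sequenced them as single-end reads, removed adaptor sequence with cutadapt, and quantified genes with RSEM over GRCm38 and an Ensembl gene set. They excluded 1 WT pool and used edgeR for differential expression. The authors deposited the values as counts per 1000000 reads (CPM), relative to a scaled library size, for 12857 genes and 5 libraries, after genes with low values had been left out. Columns were matched to pools by the names of the pools, and 0 columns of values were left unused.

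The values of each library were whole multiples of one step, the worth of 1 read, for 100% of genes. The step was started from the value and the reads of a gene in Suppl. File 1 and then fitted over all genes. Dividing by that step gave the reads. The library sizes that the step implies were 10456517, 9314403 and 7996493 for transgenic pools 1, 2 and 3, and 9458797 and 7460672 for WT pools 1 and 2. The recovered reads were a median of 9442233 per transgenic pool and 8389899 per WT pool. The limit that a count of 0 allows was set at 3 reads. It covers counting error only, since PCR copies cannot be recognised in these values.

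Because CPM values are not counts, the main comparison was made on log2(CPM + 0.5) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a variance trend), transgenic against WT, without covariates. The Benjamini-Hochberg adjusted p threshold was 0.05, as in the methods of the study. The filter, a value of at least 1 in at least 2 libraries, removed 0 genes. Standard errors and p-values come from the same fit. The count tests were run on the recovered reads as alternatives, with edgeR 4.0.16 and DESeq2 1.42.0. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

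The tests were tested on simulated data before use. Reads of 12857 genes were drawn from the means and library sizes of the real pools, and 200 genes were changed by known amounts. limma recovered 177 of the 200 (88.5%), 0 of them in the wrong direction, and called 15 unchanged genes. edgeR's exact and quasi-likelihood tests recovered 175 each and DESeq2 158. The simulation gave every gene the same dispersion, unlike real genes. Of the 200 changes, 135 were of 1 or more on the log2 scale, against a median size of 0.41 among the genes called in the real data. limma without the variance trend recovered 144 of the 200 but called 10 real genes. The simulation therefore does not measure the power or the error rate in the real data.

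The alternatives were pseudocounts of 0.1 and 1, no filter, a mean value of at least 5, limma without the variance trend, quantile normalization, libraries rescaled to the same total, the edgeR and DESeq2 tests, the pool number as a block, and each pool left out in turn. These, the comparisons and the rule for naming genes were fixed before the deposited values were examined. Suppl. File 1, which holds values of the same libraries for its listed genes, had been read by then. An edgeR likelihood ratio test, edgeR's exact test with a common dispersion or with TMM factors computed anew, and limma with voom weights were added afterwards. With a WT pool left out, 1 WT pool remains, and only fold changes were computed.

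The genes named are those that the paper names for its RNA-seq or draws in Fig. 5c, and the 10 genes with the largest log2 fold change among those past the threshold whose transgenic pools all lie on one side of both WT pools. *Lrat*, *Phldb2*, *Tpm3* and the pairs of identifiers of *Tead1* and *Atf7ip* were chosen after their values were seen. A further pair of genes is not reported here. The deposited values carry Ensembl identifiers, and names and GRCm38 positions were taken from Suppl. File 1, which pairs them for 406 genes (1 of them without a symbol). The RefSeq table of GRCm38.p6 used for the positions of *Hey1* and *Dll4* pairs 0 of its genes with Ensembl identifiers. Tests of the 13 gene lists fixed beforehand, and corrections for gene length or GC content, needed names or lengths for at least 80% of genes and were not run.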

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

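The tests in this part were chosen after the results were seen.

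The limma comparison, edgeR's exact test and the rule for picking the largest changes were fixed beforehand. The checks of explanations made with them were chosen after the results were seen. In data that the paper does not discuss, 69 genes outside the list of Suppl. File 1 had a limma adjusted p at or under 0.05, of which 45 were higher and 24 lower in transgenic hearts. The choice of limma is argued against as the reason, because all 69 were also called by edgeR's exact test on the recovered reads, the tool that the study names. A candidate explanation is a list kept to annotated protein-coding genes, which make up 404 of the 406 listed. The identifiers outside the list are not paired with annotation here, so this and other reasons for leaving genes out cannot be told apart. The tests show a difference between the genotypes for these genes, and its biological cause was not tested. The transgenic pools carry the *Nkx2.5* Cre allele as well as the *Bmp2* transgene, and effects of the allele and of Bmp2 were not separated in any comparison here.

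Of the 10 largest changes, 9 were of genes outside the list, and all 10 were rises. ENSMUSG00000059751 was at 104, 138 and 119 CPM in the transgenic pools, with 1 and 0 reads in the WT pools. Its transgenic mean was 299-fold the value of 3 reads in WT pool 2. The limit of 3 reads was set for a count of 0 and WT pool 1 had 1 read, so 299 is not a lower bound. ENSMUSG00000062611 was at 95.8, 94.5 and 108 CPM in the transgenic pools, with 0 and 3 reads in the WT pools. Its transgenic mean was 247-fold the value of 3 reads in WT pool 2. That pool had 3 reads, so this ratio is not a lower bound. The other 7 are not named here. Shallower WT libraries are argued against, because at their transgenic means all 10 genes would give more than 3 reads in both WT libraries, and at least 42.4. A strain variant between the transgenic and the WT hearts may give genes that are read in one genotype only, and 8 of the 10 had 3 reads or fewer in both WT pools. The other 2 had more than 3 reads in at least 1 WT pool. A variant that follows the genotypes was not looked for here, so a strain variant and an effect of the transgenic genotype cannot be told apart for the 8 genes.

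*Tpm3-rs7* was the only one of the 10 largest changes in the list and is not discussed in the paper. It had 416, 364 and 358 reads in the transgenic pools and 0 and 3 in the WT pools. Its transgenic mean was 102.5-fold the value of 3 reads in WT pool 2. That pool had 3 reads, so this ratio is not a lower bound. Over the same pools *Tpm3* fell by 0.36 on the log2 scale (standard error 0.05, limma adjusted p = 0.00165). *Tpm3-rs7* gained 41.0 CPM and *Tpm3* changed by -40.5 CPM, and their sum differed between genotypes by 0.517 CPM, within the SD of 2.68 CPM between pools. The sum is consistent with reads of *Tpm3* having been assigned to its related sequence in transgenic hearts. What would make the reads match differently, such as a variant of *Tpm3* in the transgenic line, was not tested, and neither was a biological cause.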

How the results depend on the processing

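The pseudocounts, the mean value of at least 5, quantile normalization, rescaled libraries, edgeR's quasi-likelihood and exact tests, and, chosen after seeing the data, voom weights, TMM factors computed anew and the likelihood ratio test gave from 288 to 514 genes, within 1.5 times the 362 found by limma. The exact test called all 362, and the quasi-likelihood test 350 of them. Rescaled libraries gave 125 higher and 251 lower genes, so that 33.2% were higher in place of 43.4%. No filter changed nothing, because the filter removed 0 genes.

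Without the variance trend, limma gave 10 genes, 10 higher and 0 lower, with 1846 at an unadjusted p under 0.05; 2 genes of Suppl. File 1 were called in their direction in place of 293, and *Bmp2*, at 0.99, was not (adjusted p = 0.143; from 1.84e-08 to 0.143 over its alternatives). DESeq2 gave 229 genes (99 higher, 130 lower) and 182 of Suppl. File 1; 215 of the 362 were among them, and 17 got no adjusted p. edgeR's exact test with the common dispersion, chosen after seeing the data, gave 544 genes, 326 of them lower. The cause was not tested for any of these.

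Across the 3 fits that each left out a transgenic pool, fewer samples gave from 226 to 464 genes, from 95 to 205 higher, from 131 to 259 lower, and from 168 to 311 of Suppl. File 1. The lowest came without transgenic pool 2 and shared 207 genes with the 362. The log2 fold change of *Bmp2* lay between 0.77 and 1.22 across the 5 fits that each left out a pool, the extremes without WT pool 2 and WT pool 1; with 1 WT pool left, no test was made.

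The pools share only a number: the deviations of transgenic and WT pools 1 had a correlation of -0.026 across genes, and those of pools 2 had -0.05. With the replicate block, 655 genes were called, 289 higher and 366 lower. Transgenic pool 3 has no WT pool of its number, so the block takes it out of the comparison. The log2 fold change of *Bmp2* was 1.027 both with the block and without transgenic pool 3. The block also adds terms to a fit of 5 libraries, so little is left to estimate the variance of each gene.

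For the 52 other named genes, 0 values reversed under the alternatives set beforehand. Of 774 such values, 655 kept their side of the threshold or moved by less than the SD, 79 were no longer past it, 20 came past it, and 20 moved by more than the SD without a WT pool. Of the 79, 37 were in limma without the trend, and the other 42 fell on 15 genes. For the 8 of the 10 largest changes with 3 reads or fewer in both WT pools, the fold change can be given against 3 reads only. It is not a lower bound where a WT pool had any read.

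The tests of gene lists, the trend with gene length, and the corrections for length, for GC content, and for length with the replicate block were not run, because lengths and names were at hand for 3.16% of genes.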

Differences from the paper's values

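None of the paper's numbers of genes differed from the number found with limma by more than 1.5 times. The log2 fold changes of Suppl. File 1 were compared for *Tpm3-rs7*, *Lrat* and the genes named for the RNA-seq or drawn in Fig. 5c. Apart from *Tpm3-rs7* and *Lrat*, none of these differed from the value found with limma by more than the SD between pools. The paper gives 406 altered genes, 151 higher and 255 lower, against 362, 157 and 205 here. No setting gave 406 genes. The paper's p-values place its last listed gene at rank 487, so the 406 do not fill all ranks up to it. The count to set beside that rank is edgeR's exact test, which called 485 genes. For *Tpm3-rs7* and *Lrat*, whose WT pools had 3 reads or fewer, the fitted log2 fold changes of 5.95 and 2.55 depend on the pseudocount, and the paper's values are 7.77 and 5.32. Against the value of 3 reads the folds were 102.5 and 6.9, under the paper's folds of 218.0 and 39.9. For neither gene is this a lower bound, since WT pool 2 had 3 reads of *Tpm3-rs7* and WT pool 1 had 1 read of *Lrat*. For both genes, edgeR's quasi-likelihood and exact tests gave log2 fold changes within the SD between pools of the paper's (7.75 and 7.75 for *Tpm3-rs7*, 5.27 and 5.27 for *Lrat*), as did the likelihood ratio test and the exact test with the common dispersion or with new TMM factors, chosen after seeing the values. For *Tpm3-rs7* a pseudocount of 0.1 (7.52), DESeq2 (7.85) and voom weights (8.03), the last chosen after seeing the values, also did.

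Some genes that the paper presents as altered were not past the threshold with limma. In the list below, the replicate block and the fit without transgenic pool 3 gave the same fold changes, so they are not separate evidence. *Gata6* (adjusted p = 0.0591) and *Cdh11* (0.0709) were called only by edgeR's likelihood ratio test, chosen after seeing the values (0.0441 and 0.0492). *Id3* (0.0676) was called without transgenic pool 3 (0.0401), with the replicate block, and by edgeR's exact test with the common dispersion, chosen after seeing the values (0.0462). *Notch4* (0.0621) was called by edgeR's exact test (0.0423) and, among settings chosen after seeing the values, by that test with the common dispersion or with new TMM factors and by the likelihood ratio test. *Bmpr2* (0.0522) was called by edgeR's exact test (0.0384), with rescaled libraries (0.0447), with a mean value of at least 5 (0.0459), without transgenic pool 1 (0.0108) and with the replicate block, and by the exact test with the common dispersion or with new TMM factors and the likelihood ratio test, chosen after seeing the values. *Cdh5* (0.0563) was called by edgeR's exact test (0.0422), with rescaled libraries (0.0475), with a mean value of at least 5 (0.0499), without transgenic pool 1 (0.0448) or pool 3 (0.0432) and with the replicate block, and by the same 3 settings chosen after seeing the values. *Pdgfrb* (0.0519) was called by edgeR's quasi-likelihood test (0.0456) and exact test (0.0383), with rescaled libraries (0.0421), with a mean value of at least 5 (0.0466), without transgenic pool 3 (0.0476) and with the replicate block, and by the exact test with new TMM factors and the likelihood ratio test, chosen after seeing the values. The replicate block apart, 12 tested alternatives were set before the deposited values were examined. Over these 12, the adjusted p-values ranged from 0.0516 to 0.284 for *Gata6*, from 0.0567 to 0.304 for *Cdh11* and from 0.0401 to 0.314 for *Id3*. They ranged from 0.0423 to 0.228 for *Notch4* and from 0.0108 to 0.275 for *Bmpr2*. For *Cdh5* the range was 0.0422 to 0.32, and for *Pdgfrb* it was 0.0383 to 0.237. Of all 406 listed genes, limma called 293 in the listed direction, edgeR's exact test 364, and edgeR's likelihood ratio test, chosen after seeing the values, 389.

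*Phldb2* is on the paper's sheet of downregulated genes with a log2 fold change of 0.20. Here it was also higher in transgenic hearts, by 0.20 on the log2 scale (limma adjusted p = 0.066), and higher in 3 of 3 transgenic pools than in both WT pools.

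The paper's text names *Hey1* and *Dll4* among the genes that fell. The 406 genes of Suppl. File 1 include 0 with either symbol or a synonym of it, and 0 that overlap *Hey1* (chromosome 3 of GRCm38, 8663359 to 8667038) or *Dll4* (chromosome 2, 119325784 to 119335666). No value of these genes was analysed here.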

Other observations

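The tests in this part were chosen after the results were seen.

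The limma p-values given for single genes here come from the comparison fixed beforehand, and those genes were chosen after their values were seen. Of the 10 splits of the 5 libraries into 3 and 2, 1 gave as many genes as the 362 between the genotypes, the real one itself. The splits other than the real one gave from 0 to 4 genes, the most with transgenic pools 1 and 2 set apart, with 193 to 1534 genes at an unadjusted p under 0.05. With 10 splits the share cannot be under 0.1, so the count of splits decides nothing by itself.

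*Tead1* is listed under 2 identifiers, of which ENSMUSG00000055593 (chromosome 7 of GRCm38, 112902960 to 112906807) overlaps the end of ENSMUSG00000055320 (112679318 to 112906805). The first rose by 0.34 and the second fell by 0.39 on the log2 scale (limma adjusted p-values of 0.00824 and 0.00217). Reads moved between them are argued against as the whole cause, because their sum also fell, from 356 ± 7.00 CPM (SD, n = 2) in WT to 328 ± 4.37 CPM (SD, n = 3) in transgenic hearts, a difference of -27.9 CPM. A change in the use of the end of the transcript stays open and was not tested.

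*Atf7ip* is also listed under 2 identifiers, ENSMUSG00000053935 and ENSMUSG00000030213, next to each other on chromosome 6. The first rose by 0.37 and the second fell by 0.31 on the log2 scale (limma adjusted p-values of 0.0258 and 0.0226). Their sum differed by -8.38 CPM, above the SD of 6.80 CPM between pools but under 2 such SDs, so reads moved between the identifiers and separate changes cannot be told apart with 5 pools.

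Among the genes of Suppl. File 1, the 152 with a log2 fold change above 0 had a median genomic span of 17127 bp and the 254 below 0 had one of 81081 bp. The Spearman correlation of log2 fold change with span across the 406 genes was -0.349, and between a transgenic and a WT pool it ranged from -0.386 to -0.32; genes are not independent replicates. Between libraries of one genotype it reached -0.325, from transgenic pool 2 to pool 3, and was -0.05 between the WT pools. A difference between libraries that follows gene length is a candidate explanation for part of the pattern. Spans were known only for genes chosen by their change, so it and a true difference of short and long genes cannot be told apart.

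The chi-square per gene was 2.257 between the WT pools, under that of every other pair of libraries. The authors had left out a WT pool that did not cluster with the others, which may have lowered the WT spread. That pool was not analysed here, so a small WT spread and the effect of leaving it out cannot be told apart.

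*Lrat* had 35, 25 and 18 reads in the transgenic pools and 1 and 0 in the WT pools, at least 6.9-fold higher (limma adjusted p = 0.000769 on the log2(CPM + 0.5) scale; from 7.71e-11 to 0.016 over its alternatives). At their transgenic mean, 26.1 and 20.6 reads would be read in WT pools 1 and 2. No biological explanation was tested.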
